# A *pals-25* gain-of-function allele triggers systemic resistance against natural pathogens of *C*. *elegans*

**DOI:** 10.1371/journal.pgen.1010314

**Published:** 2022-10-03

**Authors:** Spencer S. Gang, Manish Grover, Kirthi C. Reddy, Deevya Raman, Ya-Ting Chang, Damian C. Ekiert, Michalis Barkoulas, Emily R. Troemel

## Abstract

Regulation of immunity throughout an organism is critical for host defense. Previous studies in the nematode *Caenorhabditis elegans* have described an “ON/OFF” immune switch comprised of the antagonistic paralogs PALS-25 and PALS-22, which regulate resistance against intestinal and epidermal pathogens. Here, we identify and characterize a PALS-25 gain-of-function mutant protein with a premature stop (Q293*), which we find is freed from physical repression by its negative regulator, the PALS-22 protein. PALS-25(Q293*) activates two related gene expression programs, the Oomycete Recognition Response (ORR) against natural pathogens of the epidermis, and the Intracellular Pathogen Response (IPR) against natural intracellular pathogens of the intestine. A subset of ORR/IPR genes is upregulated in pals-25(Q293*) mutants, and they are resistant to oomycete infection in the epidermis, and microsporidia and virus infection in the intestine, but without compromising growth. Surprisingly, we find that activation of PALS-25 seems to primarily stimulate the downstream bZIP transcription factor ZIP-1 in the epidermis, with upregulation of gene expression in both the epidermis and in the intestine. Interestingly, we find that PALS-22/25-regulated epidermal-to-intestinal signaling promotes resistance to the *N*. *parisii* intestinal pathogen, demonstrating cross-tissue protective immune induction from one epithelial tissue to another in *C*. *elegans*.

## Author summary

Multicellular organisms need to monitor the health and function of multiple tissues simultaneously to respond appropriately to pathogen infection. Here, we study an ON/OFF switch in the roundworm *C*. *elegans* that controls immune responses to diverse natural pathogens of the skin and gut. We show a physical association between the ‘ON switch’ protein PALS-25 and the ‘OFF switch’ protein PALS-22, and that this association is disrupted in a mutant, activated form of PALS-25. When either PALS-22 is lost, or PALS-25 is activated, a downstream immune regulator ZIP-1 is activated more prominently in the skin than in the gut. Excitingly, our findings show that skin-specific loss of PALS-22 or skin-specific activation of PALS-25 can induce immune responses in the worm gut. These findings highlight the coordination of immune responses across different tissues that are commonly infected by microbial pathogens.

## Introduction

How hosts coordinate defensive responses across different tissues during an infection is an important question in immunology. Recent advances from a range of animal species have highlighted the importance of communication between the nervous system and peripheral tissues to regulate immunity, such as communication in the ‘brain-gut’ and ‘brain-skin’ axes [1–6]. However, the extent to which there is coordination of immune responses across peripheral tissues, such as a ‘skin-gut’ axis, is less well-understood [7].

The nematode *Caenorhabditis elegans* provides a convenient model to dissect whole animal immune responses to pathogen infection. *C*. *elegans* lacks known professional immune cells and instead seems to be highly dependent on epithelial cells of the epidermis and intestine for immune protection [8]. Immune signaling within these epithelial cells has been shown to be controlled by both proximal as well as distal signals. For example, the fungal pathogen *Drechmeria coniospora*, which infects the epidermis, causes upregulation of two classes of antimicrobial peptides, the neuropeptide-like protein (*nlp*) and the caenacin (*cnc*) genes. Upregulation of *nlp* genes is induced by a proximal cuticle-derived ligand, which triggers a G-protein protein-coupled receptor and subsequent PMK-1 p38 MAP kinase signaling in the epidermis [9,10]. In contrast, infection-induced upregulation of the *cnc* genes is regulated more distally by the release of DBL-1 (a TGF-β analog) from neurons, leading to downstream TGF-β receptor signaling in epidermal cells, as part of a ‘brain-skin’ axis [11]. Similar themes have been found with immune responses to *Pseudomonas aeruginosa* and *Staphylococcus aureus*, bacterial pathogens that infect the intestinal lumen [2]. Infection with these pathogens induces expression in the intestine of a suite of host genes encoding predicted anti-microbials, and several studies have demonstrated that they can also be modulated cell non-autonomously by neurons as part of a ‘brain-gut’ axis [12–16].

Another example of immune regulation through the ‘brain-skin’ axis has recently been reported for response to the oomycete *Myzocytiopsis humicola*, which is a eukaryotic pathogen isolated from wild-caught *C*. *elegans* [17]. This pathogen infects through the *C*. *elegans* epidermis and induces expression of chitinase-like *(chil)* genes, which act to alter the properties of the cuticle and limit pathogen attachment [17]. Treatment of *C*. *elegans* with an innocuous extract derived from *M*. *humicola* is sufficient to induce *chil* gene expression in the epidermis, and extract also primes animals for enhanced pathogen resistance [18]. Interestingly, it was shown that induction of *chil* gene expression in the epidermis can be modulated by neuronal TAX-2/TAX-4 signaling, suggesting that *M*. *humicola* extract is likely detected by chemosensory neurons, which then signal to activate defense gene expression distally in the epidermis. Together, this host transcriptional response to infection by *M*. *humicola*, and to extract derived from *M*. *humicola*, comprise a novel immune program called the Oomycete Recognition Response (ORR) [18].

Interestingly, despite their shared epidermal tropism, and both being eukaryotic pathogens, the ORR induced by *M*. *humicola* infection has relatively little overlap with genes induced during *D*. *coniospora* infection [17]. Instead, the ORR shares more similarity with a host defense program that is upregulated in response to diverse intracellular pathogens of the intestine called the Intracellular Pathogen Response (IPR) [19,20]. The IPR is induced following infection with the single-stranded RNA Orsay virus as well as the intracellular fungus *Nematocida parisii*, which belongs to the Microsporidia phylum [21–24]. Forward genetic screens revealed that both ORR and IPR gene expression are regulated by two members of the ‘protein containing ALS2cr12 signature’ *(pals)* gene family, which is highly expanded in *C*. *elegans* (39 members) compared to a single *pals* ortholog each in mice and humans [19,25,26]. While the *pals* genes have no known phenotypes in mammals, and *pals* genes encode no known biochemical function in any species, *pals-25* and *pals-22* cause important immune phenotypes in *C*. *elegans*, acting as an ON/OFF switch for the ORR and IPR programs. *pals-22* loss-of-function mutants have constitutive ORR and IPR gene expression, increased resistance to intracellular pathogens and *M*. *humicola*, increased tolerance of proteotoxic stress induced by heat shock (thermotolerance), increased RNA interference (RNAi), together with slowed growth and other phenotypes [18,19,26]. Loss-of-function mutations of *pals-25* suppress ORR and IPR gene expression and other mutant phenotypes described for *pals-22* mutants [19]. While *pals-22* acts in the intestine to regulate thermotolerance and some gene expression in the intestine, and *pals-22* can regulate immunity across a generation, it is not clear in which tissues either *pals-22* or *pals-25* acts to regulate immunity during infection [26,27].

Here, we report a gain-of-function premature stop codon allele of *pals-25* (Q293*) that constitutively activates ORR and IPR gene expression in an otherwise wild-type background. We find that pals-25(Q293*) mutants share some but not all phenotypes previously shown to be regulated by *pals-22/25*. In particular, we find that pals-25(Q293*) mutants have increased resistance to *M*. *humicola* infection in the epidermis, as well as Orsay virus and *N*. *parisii* infection in the intestine, but do not have increased thermotolerance or slowed growth. The pals-25(Q293*) mutation causes premature truncation of 13 amino acids in the C-terminus of the PALS-25 protein, which we find results in loss of physical interaction between PALS-25 and its repressor protein PALS-22. Surprisingly, we find that both loss of PALS-22 and activation of PALS-25 have stronger effects in the epidermis compared to the intestine when assessing nuclear localization of the bZIP transcription factor ZIP-1, which is required for inducing a subset of IPR genes [28]. Furthermore, we find that epidermal-specific expression of PALS-25(Q293*), or epidermal-specific loss of PALS-22 protein, induces IPR reporter expression in both the epidermis as well as the intestine, indicating cross-talk between these tissues. Finally, PALS-25 activity specifically in the epidermis was also able to promote resistance to intracellular pathogens of the intestine. Our results indicate that PALS-25 can signal cell non-autonomously across the ‘skin-gut’ axis to induce immune gene expression and promote systemic pathogen resistance across distinct peripheral tissues.

## Results

### A *pals-25* gain-of-function mutation activates pathogen response gene expression in the absence of infection

To identify regulators of the response to natural oomycete infection of the epidermis, we performed an EMS forward genetic screen (in the Barkoulas lab) for mutations that induce expression of the *chil-27p*::GFP reporter in the absence of infection. *chil-27* is induced in response to *M*. *humicola* oomycete infection of the epidermis as part of the ORR [17,18]. Here, an F2 screen identified the *icb98* mutation, which leads to constitutive *chil-27p*::GFP expression in the epidermis. Whole-genome sequencing revealed that *icb98* is a mutation in the *pals-25* gene, predicted to convert amino acid Q293 into a premature stop codon (Q293*), causing the loss of the C-terminal 13 amino acids of PALS-25 protein (Fig 1A–1C, S1 and S2 Tables). 

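In the Ensembl annotation of the WBcel235 assembly, *pals-25* (WBGene00020540) lies on the forward strand of chromosome III from 134494 to 137975. Its annotated transcript has 5 exons, and its coding sequence of 915 bases, without the stop codon, holds 305 codons. The codon changed in the Q293* allele lies at positions 137784 to 137786 in exon 5, the last exon. From this codon to the end of the protein, 13 residues are encoded. The genome sequence itself was not used here.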

Because previous studies indicated that wild-type PALS-25 was an activator of *chil-27* expression [19], we hypothesized that *icb98* was a gain-of-function mutation. To test this hypothesis, and to determine whether the predicted Q293* mutation in PALS-25 protein was the cause of the *icb98* mutant phenotype, we performed RNAi against *pals-25* and found that constitutive expression of the *chil-27p*::GFP reporter was suppressed (Fig 1D). This result indicated that *icb98* is a *pals-25* gain-of-function allele, which is responsible for constitutive activation of *chil-27p*::GFP expression.

**Fig 1:**
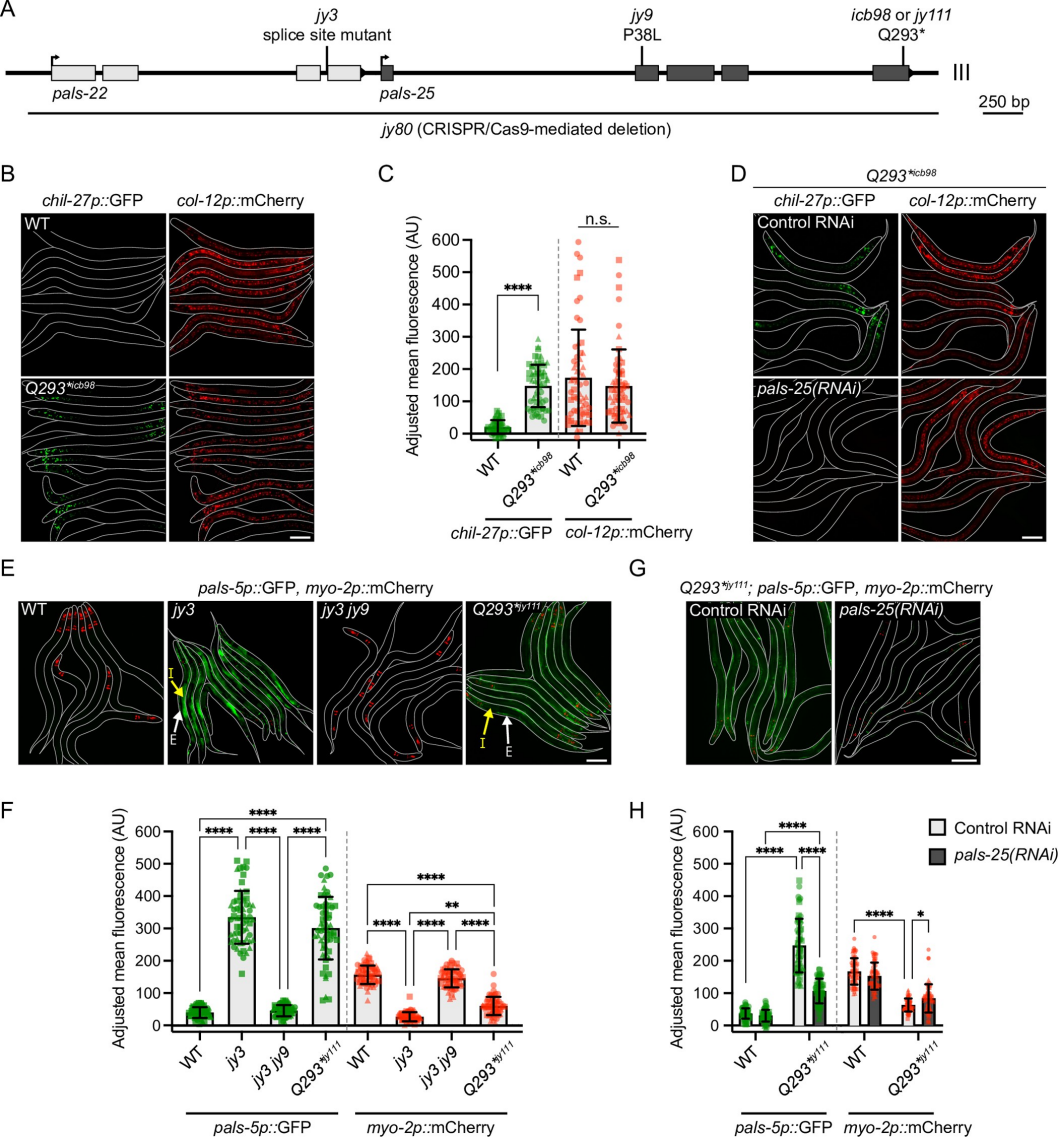
A gain-of-function allele of *pals-25* activates immune responses in the absence of infection. **A)** The *pals-22* and *pals-25* gene coding structure, which comprises an operon. *pals-22* exons are shown in light grey boxes and *pals-25* exons are dark grey, UTR regions not shown. Positions of mutant alleles in this study are indicated and residues altered are described in S2 Table. Due to space constraints, *pals-22(jy3)* and *pals-25(jy9*, *jy111* and *icb98)* allele names will be used without gene names in this and subsequent figures. *icb98* and *jy111* are independently isolated *pals-25* gain-of-function alleles with the same Q293* mutation, and will be designated in figures as Q293*^icb98^ and Q293*^jy111^, respectively. **B)** pals-25(Q293*)^*icb98*^ mutants show upregulated expression of *chil-27p*::GFP compared to wild-type (WT) in the absence of infection. *col-12p*::*mCherry* is part of the same transgene and is constitutively expressed in both WT and pals-25(Q293*)^*icb98*^. L4 animals are shown, with lines denoting the outline of the body. **C)** Quantification of *chil-27p*::GFP and *col-12p*::mCherry mean fluorescence signal normalized to body area at L4. pals-25(Q293*)^*icb98*^ mutants exhibit *chil-27p*::GFP induction that is significantly different from WT. Mann-Whitney test with each reporter analyzed independently. **D)** Expression of *chil-27p*::GFP in pals-25(Q293*)^*icb98*^ is lost upon treatment with *pals-25* RNAi. L4 animals are shown. **E)** *pals-22(jy3)* and pals-25(Q293*)^*jy111*^ mutants show constitutive expression of *pals-5p*::GFP. *myo-2p*::*mCherry* is part of the same transgene and is constitutively expressed in the pharynx of transgenic animals at all life stages. *pals-22(jy3)* mutants show *pals-5p*::GFP expression in both the intestine and epidermis while pals-25(Q293*)^*jy111*^ mutants show expression more prominently in the epidermis. Yellow arrows indicate intestinal tissue (I) and white arrows indicate epidermal tissue (E). L4s are shown for all genotypes. **F)** Quantification of *pals-5p*::GFP and *myo-2p*::mCherry mean fluorescence signal normalized to body area at L4. *pals-22(jy3)* and pals-25(Q293*)^*jy111*^ mutants exhibit both *pals-5p*::GFP induction, and transgene silencing as measured by *myo-2p*::mCherry fluorescence, which is significantly different from WT. Kruskal-Wallis test with Dunn’s multiple comparisons test with each reporter analyzed independently. **G)** Expression of *pals-5p*::GFP in pals-25(Q293*)^*jy111*^ mutants is suppressed upon treatment with *pals-25* RNAi. L4s animals are shown. **H)** Quantification of *pals-5p*::GFP and *myo-2p*::mCherry mean fluorescence signal normalized to body area at L4 for different RNAi treatments. Two-way ANOVA with Sidak’s multiple comparisons test with each reporter analyzed independently. For **C, F** and **H**, n = 60 animals per genotype or treatment, three experimental replicates. Symbols represent fluorescence measurements for individual animals and different symbol shapes represent animals from experimental replicates performed on different days. Bar heights indicate mean values and error bars represent standard deviations. **** *p* < 0.0001, ** *p* < 0.01, * *p* < 0.05. For **B, D, E and G** scale bar = 100 μm.

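*pals-22* (WBGene00016216) lies on chromosome III of WBcel235 from 132418 to 134401 on the forward strand, upstream of *pals-25*, and has 4 exons in the Ensembl annotation. The end of *pals-22* and the start of *pals-25* are separated by 92 bases, so the annotated genes do not overlap.

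**Figure D1:**
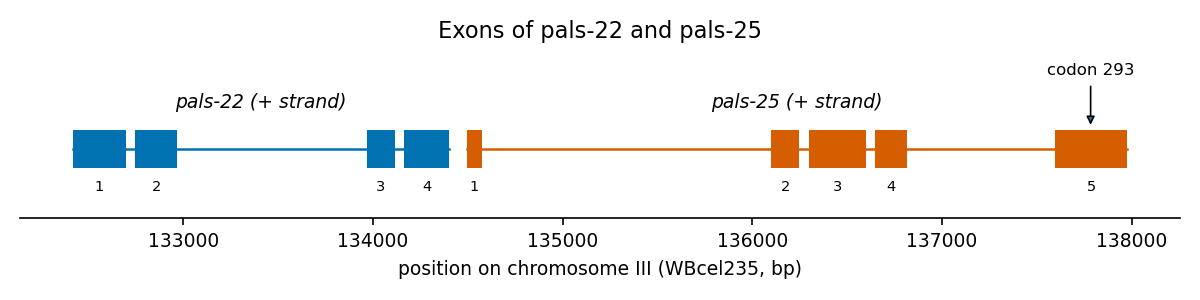
Annotated exons of *pals-22* (blue) and *pals-25* (orange) as boxes numbered from the 5′ end, drawn to scale along chromosome III (horizontal axis, position in bp). The arrow marks the codon changed in the Q293* allele, which falls in exon 5 of *pals-25*.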

In addition to regulating expression of ORR genes, *pals-25* had previously been shown to regulate expression of IPR genes, which comprise an overlapping but distinct gene set from the ORR gene set [18,19]. To investigate whether the predicted Q293* mutation of the PALS-25 protein would also induce IPR gene expression in a wild-type background, we used CRISPR/Cas9-mediated mutagenesis (in the Troemel lab) to independently generate this change in a separate strain background carrying the *pals-5p*::*gfp* IPR reporter [29]. Indeed, the resulting pals-25(Q293*)^*jy111*^ allele induced constitutive expression of *pals-5p*::GFP, like the previously described phenotype of the *jy3* loss-of-function mutation in *pals-22* (Fig 1A, 1E and 1F, S1 and S2 Tables) [26]. Of note, *pals-22(jy3)* mutants displayed strong *pals-5p*::GFP expression in the epidermis, pharynx, neurons, and intestine, while pals-25(Q293*)^*jy111*^ mutants displayed *pals-5p*::GFP expression in similar tissues, but with weaker expression in the intestine and stronger expression in the epidermis (Figs 1E and S1). Again, consistent with pals-25(Q293*)^*jy111*^ being a gain-of-function mutation, we found that RNAi knockdown of *pals-25* in pals-25(Q293*)^*jy111*^ mutants suppressed constitutive expression of the *pals-5p*::GFP reporter (Fig 1G and 1H).

Besides their roles in regulating pathogen response gene expression, *pals-22* and *pals-25* are also known to regulate transgene silencing, with *pals-22* mutants showing increased transgene silencing that is suppressed by *pals-25* mutations [19,25,26]. Therefore, we analyzed transgene silencing by measuring fluorescence intensity of the *myo-2p*::mCherry co-injection marker that is co-expressed with the *pals-5p*::GFP reporter as part of the same *jyIs8* transgene, but is not regulated by infection. Here we found that pals-25(Q293*)^*jy111*^ suppressed expression of *myo-2p*::mCherry indicating that, like *pals-22(jy3)* loss-of-function mutants, the pals-25(Q293*)^*jy111*^ mutants have increased transgene silencing, which is suppressed by *pals-25* RNAi (Fig 1E–1H). We did not observe significant suppression of *col-12p*::mCherry expression in pals-25(Q293*)^*icb98*^ mutants (Fig 1B and 1C). However, we note that *col-12* expression is significantly upregulated in pals-25(Q293*)^*icb98*^ mutants (Log_2_ fold change = 1.67 vs. WT animals, *p* = 1.53e-10, see Fig 2 and S5 Table below). Thus, the effect of transgene silencing in pals-25(Q293*)^*icb98*^ mutants in the epidermis was difficult to interpret with the *col-12p*::mCherry reporter used in this study.

**Fig 2:**
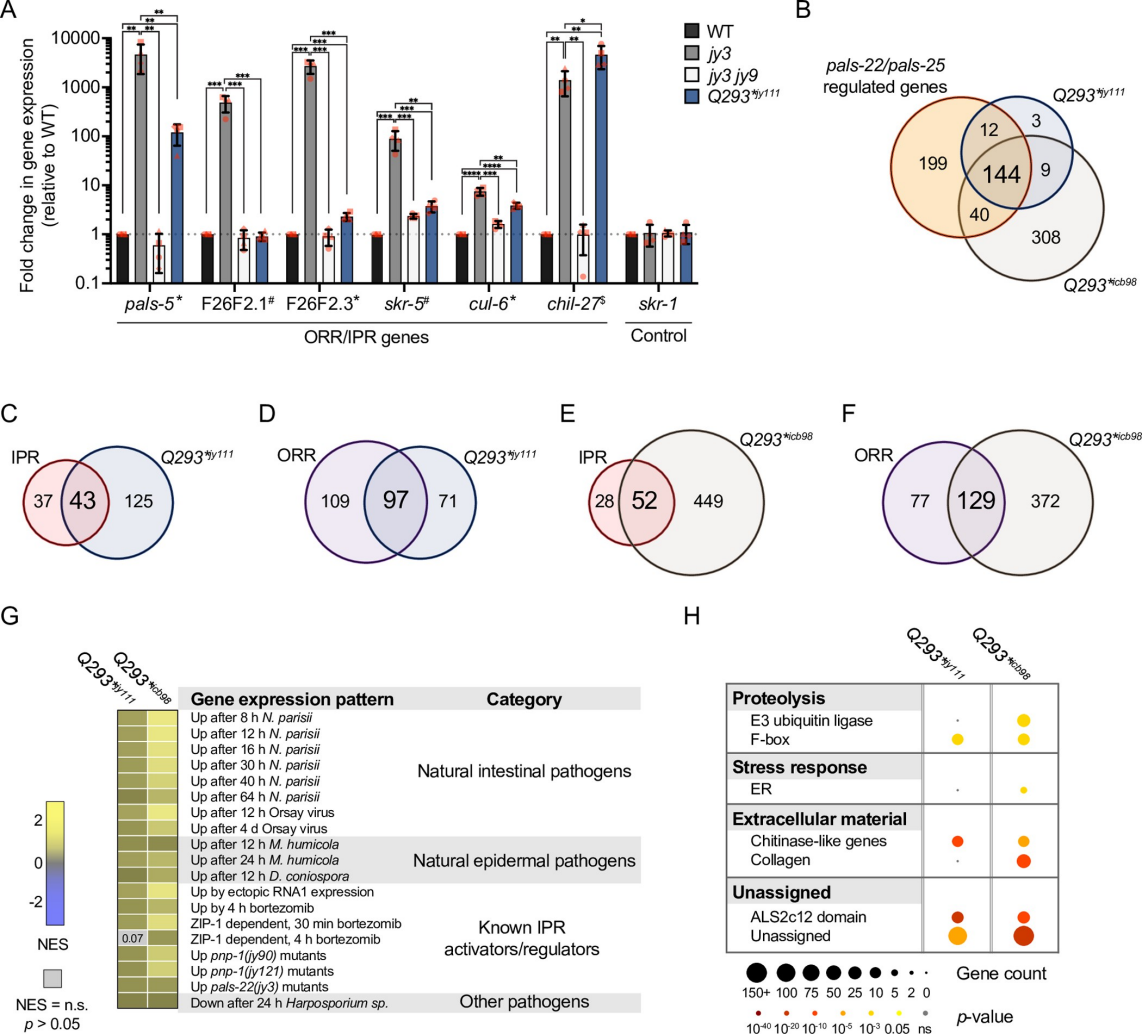
A subset of immune response genes is upregulated in pals-25(Q293*) mutants. **A)** qRT-PCR of select ORR and IPR genes. * = Gene belongs to ORR and IPR, # = Gene belongs to only IPR, $ = Gene belongs to only ORR. The results shown are fold change in gene expression relative to WT. **** *p* < 0.0001, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05, One-tailed t-test. n = 4 independent experimental replicates, different symbol shapes represent the expression values for replicates performed on different days. Bar heights indicate mean values and error bars represent standard deviations. **B)** Upregulated genes in both pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^ mutants have significant overlap with genes regulated by wild-type *pals-22* and *pals-25*. Hypergeometric test, RF = 34.5; *p* < 5.39e-243 and RF = 15.6; *p* < 1.994e-182 for pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^, respectively. **C-D)** Upregulated genes in pals-25(Q293*)^*jy111*^ mutants have significant overlap with the IPR and ORR. Hypergeometric test, IPR: RF = 46.9; *p* < 6.215e-64, ORR: RF = 41.1; *p* < 6.883e-144. **E-F)** Upregulated genes in pals-25(Q293*)^*icb98*^ mutants have significant overlap with the IPR and ORR. Hypergeometric test, IPR: RF = 21.8; *p* < 4.529e-60, ORR: RF = 21; *p* < 5.122e-148. **G)** Correlation of differentially expressed genes in pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^ mutants with those expressed during pathogen infection and regulated by known activators of the IPR. Correlation of gene sets quantified as Normalized Enrichment Score (NES) as defined by GSEAPreranked module analysis (Materials and Methods). Blue indicates significant correlation of downregulated genes in pals-25(Q293*)^*jy111*^ or pals-25(Q293*)^*icb98*^ mutants with the gene sets tested, and yellow indicates significant correlation of upregulated genes in pals-25(Q293*)^*jy111*^ or pals-25(Q293*)^*icb98*^ mutants with the gene sets tested. Grey indicates no significant correlation (*p* > 0.05 or False Discovery Rate > 0.25). GSEA analysis of 93 gene sets tested can be found in S7 Table. **H)** WormCat analysis shows significantly enriched gene categories represented in upregulated genes of pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^ mutants. Bold text indicates broad “Category 1” biological processes enriched while nested text indicates more specific “Category 2 or 3” processes enriched. *p* values were determined using Fisher’s exact test with Bonferroni correction from minimum hypergeometric scores calculated in the WormCat software. A summary of WormCat analysis can be found in S8 Table.

In summary, pals-25(Q293*) mutants have increased expression of the ORR and IPR reporters, as well as increased transgene silencing in the pharynx. All of these phenotypes can be suppressed by RNAi against *pals-25* (Fig 1D, 1G and 1H), suggesting that the predicted Q293* change in PALS-25 leads to activation of this protein in a wild-type background.

### A subset of ORR and IPR genes are upregulated in pals-25(Q293*) mutants

Given the ability of pals-25(Q293*) mutations to induce *chil-27p*::GFP and *pals-5p*::GFP reporter expression, we next investigated endogenous mRNA expression of ORR and IPR genes in these mutants. First, we performed qRT-PCR to analyze endogenous mRNA expression of *pals-5*, *chil-27*, and other known ORR and IPR genes in pals-25(Q293*)^*jy111*^ mutants along with wild-type animals, *pals-22(jy3)* mutants, and *pals-22(jy3) pals-25(jy9)* double mutants as controls (S3 Table). As a positive control, we found that *pals-22(jy3)* mutants displayed constitutive upregulation of *pals-5* (an ORR/IPR gene), *chil-27* (an ORR gene), and other ORR and IPR genes when compared to wild-type, and induction of these genes was suppressed in *pals-22(jy3) pals-25(jy9)* double mutants (Fig 2A). In contrast, while pals-25(Q293*)^*jy111*^ mutants displayed upregulation of *pals-5*, *chil-27*, and some ORR/IPR genes, expression levels of ORR/IPR genes were not always upregulated to the same degree as observed in *pals-22(jy3)* mutants, or in the case of *F26F2*.*1* (an IPR gene), no upregulation relative to wild-type animals was observed (Fig 2A). Thus, pals-25(Q293*)^*jy111*^ mutants appear to upregulate some, but not all of the genes induced by wild-type *pals-25* in a *pals-22* mutant background.

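RNA from synchronized animals at the L4 larval stage was sequenced for 4 genotypes with 4 replicate libraries each. These were wild-type (WT) animals, *pals-22(jy3)* mutants that lack the repressor PALS-22, *pals-22(jy3) pals-25(jy9)* double mutants that also carry a loss-of-function allele of *pals-25*, and *pals-25(jy111)* mutants, in which the Q293* change was introduced by CRISPR/Cas9. Animals were grown for 44 h at 20°C, except that *pals-22(jy3)* mutants, which develop slowly, were grown for 48 h, so growth time goes with this genotype. The authors aligned paired-end reads with Rsubread, counted them on genes with featureCounts and deposited the counts on 46904 genes without normalization. How reads that match several genes were counted is not given in the sources used here, so counts of near-identical family members are uncertain. The median number of reads counted on genes per library was 25112352 in WT animals, 29520465 in *pals-22(jy3)*, 25858146 in *pals-22(jy3) pals-25(jy9)* and 25153360 in *pals-25(jy111)* mutants. The libraries of *pals-25(icb98)* mutants were not analysed here.

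For each comparison, the counts of its 8 libraries were scaled by TMM and tested with edgeR's quasi-likelihood test. Genes with at least 0.5 CPM by library total in at least 4 of the 8 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called upregulated at a log2 fold change above 2 and an adjusted p under 0.05, and downregulated at a log2 fold change under -2 and the same adjusted p. The tool, the filter on low counts and the prior count in the log2 fold changes can change the numbers. A fold against a group without any count was computed against a floor of 3 counts over the group and is a lower bound. Intervals on ratios of counts are exact 95% Clopper-Pearson intervals, and both they and the floors cover counting error only. With 4 libraries against 4, the smallest 2-sided p that an exact permutation test can give is 0.0286. That test takes the 8 libraries as exchangeable. Same-numbered libraries of WT, *pals-22(jy3)* and *pals-25(jy111)* deviate together, and of the 35 splits into 4 and 4 only 8 part every number, so the pairs alone can give no share below 1 of 8.

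The counts do not show which base is mutated, but the mutated genes were counted in every library. Expression of *pals-22* was 4.23 ± 0.71 CPM (SD, n = 4) in WT animals, 21.2 ± 3.29 CPM in *pals-22(jy3)*, 6.3 ± 0.759 CPM in *pals-22(jy3) pals-25(jy9)* and 9.57 ± 0.77 CPM in *pals-25(jy111)* mutants. Expression of *pals-25* was 2.59 ± 0.232 CPM in WT animals, 9.35 ± 1.4 CPM in *pals-22(jy3)*, 3.16 ± 0.462 CPM in *pals-22(jy3) pals-25(jy9)* and 6.27 ± 0.914 CPM in *pals-25(jy111)* mutants. Compared to WT, *pals-25* was higher in *pals-25(jy111)* mutants by a log2 fold change of 1.26 (SE 0.15, adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *pals-22* by 1.17 (SE 0.14, adjusted p = 0.00269 from the same test). Every *pals-25(jy111)* library lay above every WT library for both genes. These are RNA levels, and the paper's Western blots found less PALS-25(Q293*) than wild-type PALS-25 protein.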

To more broadly investigate ORR and IPR gene expression induced by pals-25(Q293*) mutations, we performed independent RNAseq analysis of pals-25(Q293*)^*jy111*^ mutants (in the Troemel lab) and pals-25(Q293*)^*icb98*^ mutants (in the Barkoulas lab). 

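Of the 14671 genes tested in *pals-25(jy111)* mutants compared to WT animals, 171 were called upregulated by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For each of these 171 genes, every mutant library lay above every WT library, which for any single gene has an exact permutation p of 0.0286. In the WT libraries, 20 of the 171 genes had no count and 30 had 1 to 3 counts in all, so the fitted fold changes of these genes depend on the prior count. A log2 fold change threshold of 1 gave 241 upregulated genes. Leaving out 1 library at a time gave 152 to 171 with the genes tested in all 8 libraries kept. With the filter applied again to the 7 libraries left, the first form run, it gave 45 to 52 without a mutant library, since 120 of the genes were then not tested.

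Among the upregulated genes with the largest fitted fold changes, C53A5.9 (WBGene00008267, chromosome V from 14556966 to 14558857) had no count in WT animals and 64.6 ± 7.51 CPM (SD, n = 4) in *pals-25(jy111)* mutants, at least 1920-fold higher (edgeR adjusted p = 1.19e-05). F09C6.13 (WBGene00044183, chromosome V from 16885044 to 16885490) rose from no count to 33.4 ± 10.5 CPM, at least 998-fold (edgeR adjusted p = 0.00067). B0507.8 (WBGene00015225, chromosome V from 8760622 to 8762961) rose from 0.147 ± 0.0489 CPM to 689 ± 34.3 CPM, a log2 fold change of 12.14 (SE 0.17, edgeR adjusted p = 1.36e-08). *pals-28* (WBGene00007134, chromosome III from 4384787 to 4387757) reached 18.5 ± 7.97 CPM from no count, at least 529-fold higher (edgeR adjusted p = 0.00139). *chil-18* (WBGene00011161, chromosome II from 9448265 to 9449717) reached 14.3 ± 1.9 CPM from no count, at least 422-fold higher (edgeR adjusted p = 5.38e-05).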

Differential gene expression analysis determined that 168 genes are upregulated in pals-25(Q293*)^*jy111*^ mutants (*p* < 0.05, log_2_ fold change > 2) and 501 genes are upregulated in pals-25(Q293*)^*icb98*^ mutants (*p* < 0.01, log_2_ fold change > 2) compared to wild-type animals (S4 and S5 Tables). Genes upregulated in pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^ mutants overlap significantly with each other (153/168 genes up in Q293*^jy111^ are also up in Q293*^icb98^), highlighting the robustness of these results for pals-25(Q293*) mutants, performed in different strain backgrounds and different laboratories. pals-25(Q293*) upregulated genes also overlap significantly with those regulated by wild-type *pals-22/25*, i.e. genes that are upregulated both in *pals-22(jy3)* mutants when compared to wild-type animals, and in *pals-22(jy3)* mutants when compared to *pals-22(jy3) pals-25(jy9)* double mutants (S2 Fig and S6 Table). However, the overlap is only partial, with less than half of the *pals-22/25*-regulated genes also upregulated by pals-25(Q293*) (Fig 2B and S6 Table). Similarly, there was partial overlap with ORR and IPR genes, which are generally a subset of *pals-22/25*-regulated genes; here we saw that approximately one-half to two-thirds of the IPR and ORR genes were upregulated in pals-25(Q293*) mutants (Figs 2C–2F and S3 and S6 Table).

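The paper's list for *pals-25(icb98)* holds 501 genes, of which 500 are in the deposited counts and 310 were tested in *pals-25(jy111)* mutants. Of the genes called upregulated in *pals-25(jy111)* mutants, 155 (90.6%) are on this list, against 3.61 expected by chance among the genes tested (one-sided Fisher's exact test, p = 1.69e-258). Between 139 and 155 were on the list when 1 library was left out at a time and the genes tested were kept.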

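A total of 398 genes were *pals-22/25*-regulated as defined by upregulation in *pals-22(jy3)* mutants both against WT and against *pals-22(jy3) pals-25(jy9)* double mutants. Of these, 159 (39.9%) were also called upregulated in *pals-25(jy111)* mutants. Another 98 were tested in *pals-25(jy111)* mutants and not called upregulated, and 141 had too few counts to be tested there. Among the genes tested in all 3 comparisons, 159 of 257 (61.9%) were upregulated, with 2.93 expected by chance (one-sided Fisher's exact test, p = 3.77e-297). The *pals-25(jy111)* and *pals-22(jy3)* comparisons share the WT libraries. When unchanged groups were simulated against the same WT libraries in 20 draws, at most 3 genes overlapped among the same numbers of top-ranked genes. Those groups were drawn from the means of these WT libraries, so the draws cannot show what their chance values add to the overlap. At a log2 fold change threshold of 1, the setting that moved the overlap most, it was 209 of 624 *pals-22/25*-regulated genes.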

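The intracellular pathogen response (IPR) list of the paper holds 80 genes and shares 41 of them with the oomycete recognition response (ORR) list. Of the IPR genes, 45 (56.2%) were called upregulated in *pals-25(jy111)* mutants, or 68.2% of the 66 that were tested, against 0.769 expected by chance (one-sided Fisher's exact test, p = 1.35e-73). Of the ORR genes, 98 (47.6%) were called upregulated, or 59% of the 166 tested, against 1.93 expected (one-sided Fisher's exact test, p = 5.13e-158). At an adjusted p under 0.05 and any fold change, 49 IPR genes were higher and 0 lower, and 51 were higher adjusted over the list alone. For the ORR genes the numbers were 107 higher and 4 lower, and 113 higher and 5 lower adjusted over the list alone. Fitted with the replicate block, which pairs same-numbered libraries, 112 ORR genes were higher and 11 lower. The median log2 fold change was 4.71 for the tested IPR genes and 3.35 for the tested ORR genes, and both medians stayed the same with genes at no count in WT set at their bound. The genes on both lists carry most of the IPR calls. Of the 37 tested genes on both lists, 36 were called upregulated, with a median of 6.73, and of the 29 tested genes of the IPR list alone, 9 were called, with a median of 0.87. For the 129 tested genes of the ORR list alone, the numbers were 62 and 1.86.

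In *pals-22(jy3)* mutants, 71 IPR genes (88.8%) and 112 ORR genes (54.4%) were upregulated compared to WT. Of the IPR genes among the *pals-22/25*-regulated genes, 45 of 71 (63.4%) were upregulated in *pals-25(jy111)* mutants, with 13 not tested there, and of the ORR genes among them, 91 of 110 (82.7%), with 11 not tested.

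**Figure D2:**
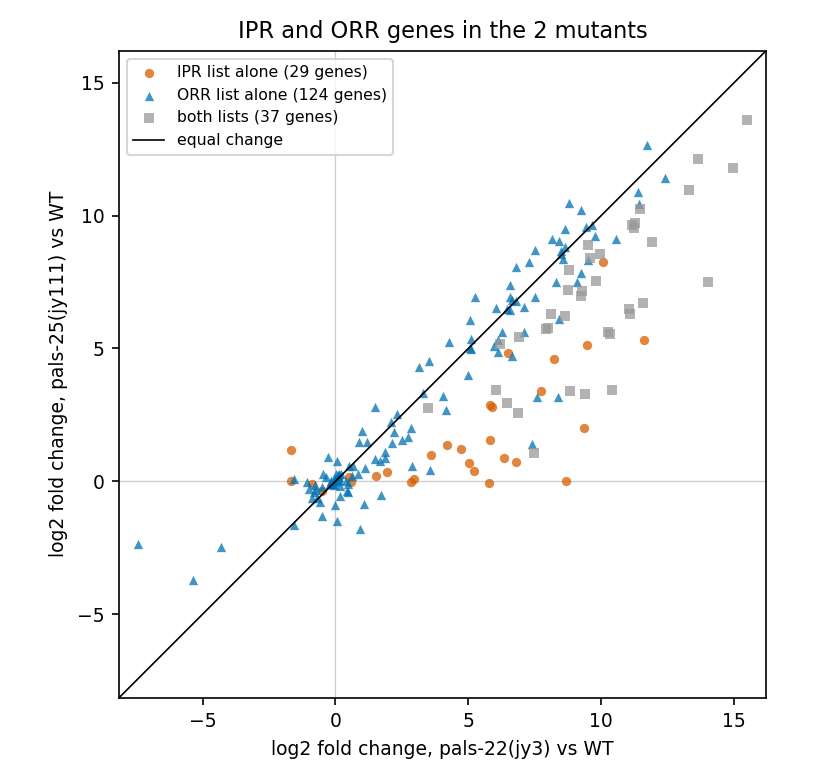
Log2 fold change against WT in *pals-22(jy3)* (horizontal axis) and *pals-25(jy111)* mutants (vertical axis) for each gene of the IPR list alone (29 genes), the ORR list alone (124 genes) or both lists (37 genes) that was tested in both comparisons. Below the line of equal change, where the change is smaller in *pals-25(jy111)* mutants, lie 25 of 29, 63 of 124 and 37 of 37 genes, and fitted values of genes with few WT counts depend on the prior count.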

To compare the gene sets altered in our two pals-25(Q293*) mutant strains to gene sets regulated in response to infection by a variety of pathogens, previously characterized IPR activators, exogenous stresses, and other known immunity regulators, we performed Gene Set Enrichment Analysis (GSEA) [30]. Here we found that both pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^ mutants upregulate genes in common with natural infections by intestinal and epidermal pathogens as well as known activators and regulators of the IPR (Fig 2G and S7 Table). 

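Of the gene sets used in the paper, the IPR and ORR lists were tested here as whole sets, and the other sets were not analysed here. The IPR genes were shifted upward in *pals-25(jy111)* mutants compared to WT (camera with a preset correlation of 0.01, p = 7.28e-121), and so were the ORR genes (p = 7.25e-125). Both calls held under fry (p = 2.1e-09 for the IPR and 2.66e-08 for the ORR genes) and with the correlation estimated from the libraries (p = 1.82e-05 and 3e-05). Genes of the IPR list alone and of the ORR list alone, sets tested after the overlap of the lists had been seen, were also shifted upward (estimated correlation, p = 0.00527 and 7.91e-05).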

To determine categories of genes that are upregulated in pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^ mutants we performed WormCat analysis [31]. 

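Gene families were counted by gene symbol in *pals-25(jy111)* mutants, since the category annotation of WormCat was not used here. Of 31 tested *pals* genes, 22 were called upregulated, against 0.361 expected by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over 5 families, p = 6.65e-36). Among the chitinase-like *chil* genes, 11 of 20 were upregulated (adjusted p = 1.5e-16), and among the F-box genes of the *fbxa*, *fbxb* and *fbxc* families, 13 of 126 (adjusted p = 4.21e-09). The members of these families are similar to one another in sequence, and the values of single members are uncertain where reads match several of them. Of the 8 tested *abu* genes, a family linked to ER stress, 2 were called upregulated (adjusted p = 0.00451). This count was 0 without WT replicate 2, 3 or 4, and 1 without WT replicate 1 or without *pals-25(jy111)* replicate 1 or 3.

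None of the 107 tested collagen (*col*) genes was called upregulated, with 0 calls also by DESeq2 and limma-voom. At an unadjusted p under 0.05 in edgeR, 0 collagen genes were higher and 16 were lower in *pals-25(jy111)* mutants, and 0 were lower at an adjusted p under 0.05. In the fit with the replicate block, where same-numbered libraries are paired, 0 were higher and 36 lower at an adjusted p under 0.05. The median log2 fold change of the collagen genes was -0.53 without the block and -0.68 with it.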

Here we found genes involved in proteolysis including E3 ubiquitin ligase and F-box genes, ER stress response genes, genes involved in the regulation of extracellular material such as collagen and chitinase-like genes, and notably genes with a *pals* domain (Fig 2H and S8 Table). 

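In *pals-22(jy3)* mutants compared to WT, counted by the same symbols, 29 of 37 tested *pals* genes were called upregulated (one-sided Fisher's exact test, Benjamini-Hochberg adjusted over 5 families, p = 1.14e-36). F-box genes were upregulated in 39 of 148 cases (adjusted p = 2.94e-25), and *chil* genes in 11 of 20 (adjusted p = 4.92e-12). Of 8 tested *abu* genes, 2 were upregulated (adjusted p = 0.0297). Whether the share of a family differs between *pals-22(jy3)* and *pals-25(jy111)* mutants was not tested.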

The categories of genes represented in pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^ mutants are similar to those previously reported to be represented in *pals-22(jy3)* mutants, although *pals-22(jy3)* mutants show additional stress response genes related to pathogen infection that are not represented in pals-25(Q293*) mutants [32]. Together, our analysis demonstrates that a subset of genes previously defined as being induced by wild-type *pals-25* (i.e. genes induced in *pals-22* mutants in a *pals-25*-dependent manner) are also upregulated in pals-25(Q293*) mutants, including genes induced by natural pathogen infection.

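Of the genes called upregulated in *pals-25(jy111)* mutants, 160 were also upregulated in *pals-22(jy3)* mutants compared to WT. Of the other 11, 7 had too few counts to be tested in that comparison, and 4 were higher in *pals-22(jy3)* mutants at an adjusted p under 0.05 from edgeR without passing the log2 fold change of 2. On the IPR list, the ORR list or both were 107 of the upregulated genes, and 64 were on neither list. The 12 genes outside the *pals-22/25*-regulated set, named here after their values were seen, of which 7 were not tested in *pals-22(jy3)* mutants compared to WT, were *clec-28*, *clec-33*, *fbxa-36*, *fbxa-49*, *math-23*, *oac-54*, *pudl-1*, T05E12.3, *tor-2*, *twk-21*, W04G5.8 and Y54G2A.48. From the overlaps of the genes upregulated in pals-25(Q293*) mutants with the *pals-22/25*-regulated, IPR and ORR genes, together with its gene set and category analyses, the paper concludes that these mutants upregulate a subset of the genes induced by wild-type *pals-25*, including genes induced by natural infection.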

### pals-25(Q293*) mutants have increased immunity against natural pathogens but do not have other phenotypes associated with the IPR

Next, we investigated pals-25(Q293*) mutants for phenotypes associated with ORR/IPR activation, i.e. phenotypes found in *pals-22* mutants that depend on wild-type *pals-25*. Because pals-25(Q293*)^*icb98*^ was isolated in the screen for ORR regulation, we first investigated oomycete resistance in pals-25(Q293*)^*icb98*^ mutants and found that they have increased survival upon *M*. *humicola* infection when compared to wild-type animals (Fig 3A). Because pals-25(Q293*)^*jy111*^ was shown to regulate IPR expression, we next analyzed pals-25(Q293*)^*jy111*^ resistance to *N*. *parisii*. Here we quantified sporoplasms [33], which are mononucleate intracellular parasite cells, and found that pals-25(Q293*)^*jy111*^ mutants are resistant to *N*. *parisii* at 3 hours post-infection (hpi) relative to wild-type animals, and the degree of resistance was indistinguishable from *pals-22(jy3)* mutants (Fig 3B). We also analyzed pals-25(Q293*)^*jy111*^ resistance at 30 hpi, when there is active *N*. *parisii* replication as multinucleate meront cells inside of host intestinal cells [34]. Here again, we found that pals-25(Q293*)^*jy111*^ mutants, similar to *pals-22(jy3)* mutants, are resistant to *N*. *parisii* compared to wild-type animals (Figs 3C and S4A). Finally, we analyzed pals-25(Q293*)^*jy111*^ mutant resistance to Orsay virus at 18 hpi. Here, we found that pals-25(Q293*)^*jy111*^ mutants are resistant to viral infection when compared to wild-type animals, although not quite as resistant as *pals-22(jy3)* mutants (Figs 3D and S4B). Fluorescence bead-feeding control assays indicate that pals-25(Q293*)^*jy111*^ mutants do not have a feeding impairment that would reduce uptake and exposure to pathogens in the intestinal lumen, but instead these results together suggest they have bona fide increased immunity against intracellular intestinal pathogens (S5 Fig).

Additional phenotypes found in *pals-22* mutants that are dependent upon wild-type *pals-25* include increased thermotolerance and slowed development relative to wild-type animals [19]. To determine if pals-25(Q293*)^*jy111*^ mutants have increased thermotolerance we subjected them to heat shock (37.5°C for 2 h), and measured survival after 24 h at 20°C. Consistent with previous results, we found with this assay that *pals-22(jy3)* mutants display increased thermotolerance, which is suppressed to wild-type levels in *pals-22(jy3) pals-25(jy9)* double mutants (Fig 3E). However, we found that pals-25(Q293*)^*jy111*^ mutant thermotolerance was indistinguishable from wild-type animals (Fig 3E). We also assessed the developmental rate of pals-25(Q293*)^*jy111*^ mutants by monitoring the time for synchronized embryos to reach the L4 life stage or older when grown at 20°C. Similar to previous results, at 48 h we found that >80% of wild-type animals had reached the L4 stage while <30% of *pals-22(jy3)* mutants had reached L4, and this phenotype was significantly suppressed by a *pals-25(jy9)* mutation. In contrast, almost 70% of pals-25(Q293*)^*jy111*^ mutants had reached the L4 stage, similar to wild-type animals (Fig 3F).

**Fig 3:**
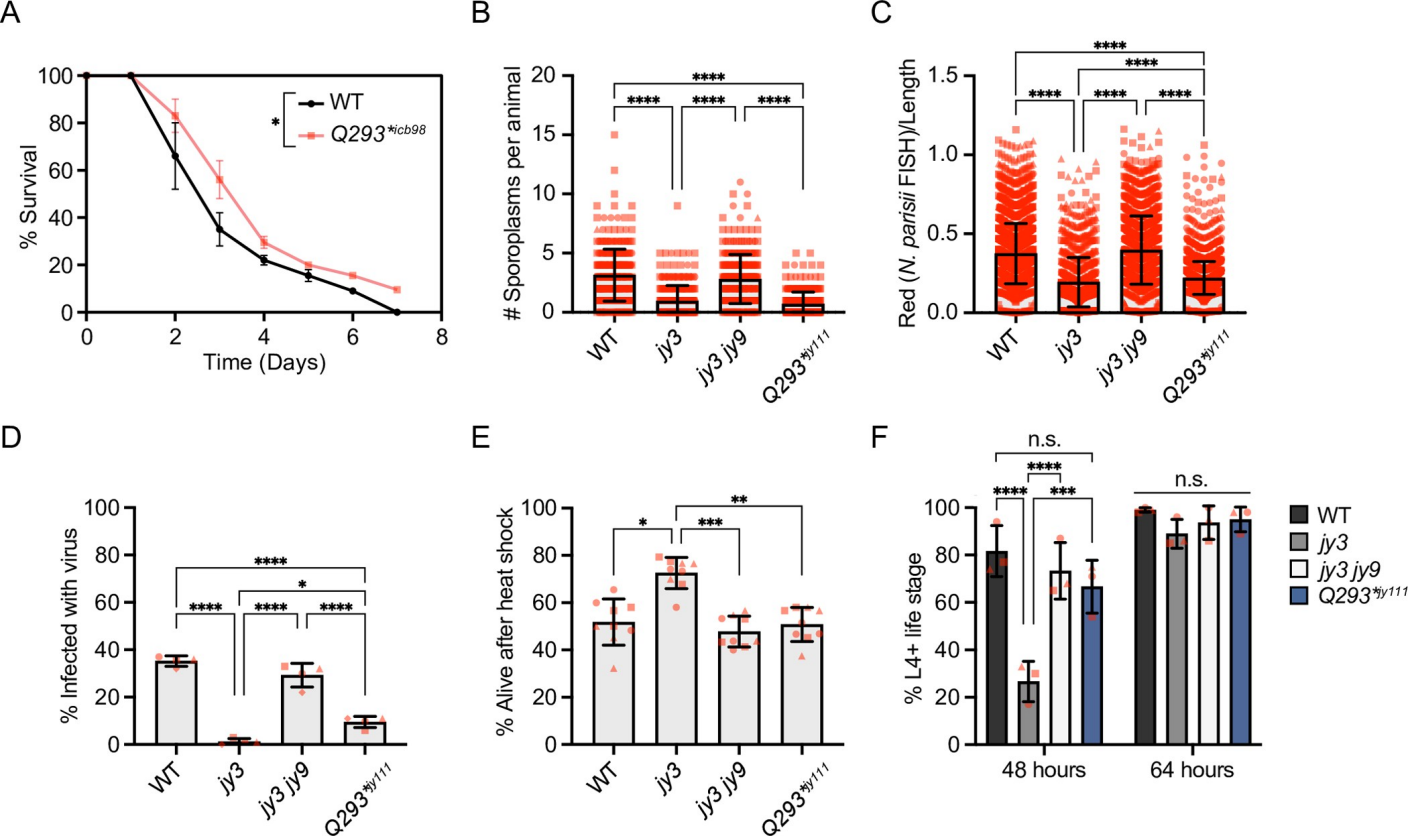
pals-25(Q293*) mutants have increased resistance to natural pathogens but not increased resistance to proteotoxic stress, nor developmental delay. **A)** pals-25(Q293*)^*icb98*^ mutants have increased survival upon infection with *M*. *humicola* as compared to WT animals at 25°C. Log-rank test. n = 270 animals per genotype, 90 animals per replicate across three experimental replicates. **B-C)** *pals-22(jy3)* and pals-25(Q293*)^*jy111*^ mutants exhibit resistance to *N*. *parisii* compared to WT at 3 hours post infection (hpi) **(B)** and 30 hpi **(C)**. Kruskal-Wallis test with Dunn’s multiple comparisons test. 3 hpi: n = 300 animals per genotype, three experimental replicates. Symbols represent the number of *N*. *parisii* sporoplasms infecting an individual animal, as determined by *N*. *parisii*-specific fluorescent FISH signal. 30 hpi: n = WT: 2,972, *pals-22(jy3)*: 1,151, *pals-22(jy3) pals-25(jy9)*: 1,837, pals-25(Q293*)^*jy111*^: 3,204 animals, three experimental replicates. Symbols represent the infected area of individual worms by FISH fluorescent signal normalized to time-of-flight quantified on a COPAS Biosort machine. **D)** *pals-22(jy3)* and pals-25(Q293*)^*jy111*^ mutants exhibit resistance to Orsay virus compared to WT at 18 hpi. One-way ANOVA with Tukey’s multiple comparisons test. n = 4 experimental replicates, 100 animals scored in each replicate per genotype. **E)** *pals-22(jy3)* mutants exhibit increased survival compared to WT after 2 h of heat shock at 37.5°C, followed by 24 h at 20°C, but pals-25(Q293*)^*jy111*^ mutants do not. Kruskal-Wallis test with Dunn’s multiple comparisons test. n = 9 plates, 30 animals per plate, tested in triplicate. **F)** *pals-22(jy3)* mutants, but not pals-25(Q293*)^*jy111*^ mutants, exhibit developmental delay compared to WT. Two-way ANOVA with Sidak’s multiple comparisons test for simple effects within a timepoint. For **A-F**, **** *p* < 0.0001, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05. For **B-F**, bar heights indicate mean values and error bars represent standard deviations. Different symbol shapes represent data points from assays performed on different days.

To confirm that the two independently isolated pals-25(Q293*) strains display similar IPR-related phenotypes we also subjected pals-25(Q293*)^*icb98*^ animals to *N*. *parisii* infection, heat shock, and measured time to reach the L4 life stage. Similar to our results for pals-25(Q293*)^*jy111*^ we found that pals-25(Q293*)^*icb98*^ animals were resistant to *N*. *parisii* at 3 hpi when compared to wild-type animals, but did not display increased thermotolerance or delayed development (S6 Fig). Taken together, our results demonstrate that pals-25(Q293*) mutants do not share all of the phenotypes exhibited by *pals-22* mutants, but they do display resistance to natural pathogens and increased transgene silencing similar to *pals-22* mutants. All of these phenotypes had previously been shown to be regulated by *pals-25* loss-of-function mutations only in a *pals-22* mutant background [19], while the results described above demonstrate that pals-25(Q293*) mutants can specifically regulate infection-related phenotypes in a wild-type background.

### Truncated PALS-25(Q293*) protein does not associate with PALS-22 protein

One possible explanation for why pals-25(Q293*) mutants display ORR and IPR phenotypes in a wild-type background is that the PALS-25(Q293*) protein is somehow freed from repression by the wild-type PALS-22 protein. Previous co-immunoprecipitation and mass spectrometry studies (co-IP/MS) suggested that PALS-22 and PALS-25 are physically associated, leading to the hypothesis that PALS-25 is repressed by PALS-22 through this physical interaction [35]. To analyze PALS-22/PALS-25 interactions, we raised antibodies against endogenous PALS-22 and PALS-25 proteins (S7A and S7B Fig). We then performed co-IP of PALS-22 using strains where PALS-22 is C-terminally tagged with GFP::3xFLAG, and performed Western blots using antibodies against endogenous PALS-25 protein to determine if wild-type (WT) PALS-25 would be recovered by co-IP with PALS-22. Here, we found that PALS-25(WT) was recovered in co-IP experiments performed on a strain where PALS-22 was expressed in single-copy from the MosSCI locus [26,36] with its endogenous promoter (*pals-22p*), confirming previous co-IP/MS results showing a physical association between PALS-22 and PALS-25(WT) proteins (Fig 4A).

We next analyzed in which tissues PALS-22 and PALS-25(WT) proteins interact. Based on fosmid transgene analysis [37], PALS-22 and PALS-25(WT) proteins are expressed in several tissues, including the epidermis and intestine (S8 Fig and S9 Table). To analyze PALS-22 and PALS-25 protein-protein interaction in a tissue-specific way, we used strains where PALS-22::GFP::3xFLAG was expressed in the intestine with an intestinal-specific promoter (*vha-6p*), or in the epidermis with an epidermal-specific promoter (*dpy-7p*) from the MosSCI locus [26,36]. Here we found that PALS-22 and PALS-25(WT) proteins were associated with each other in both the intestine and in the epidermis, with a trend toward stronger association between these proteins in the epidermis compared to the intestine, although this difference is not statistically significant (Fig 4A and 4B).

We next asked if the association between PALS-22 and PALS-25 might be lost for the C-terminally truncated PALS-25(Q293*) mutants. Importantly, Western blots of whole *C*. *elegans* lysate revealed a lower molecular weight band for PALS-25(Q293*) protein, consistent with having lost the C terminal 13 amino acids (Fig 4C). Interestingly, unlike with PALS-25(WT), we did not observe co-IP of PALS-25(Q293*) with PALS-22 protein in any of the strains and tissues we tested (Fig 4C), suggesting that PALS-25(Q293*) no longer associates with PALS-22. The absence of PALS-25(Q293*) co-IP was not due to failure to capture PALS-22::GFP::3xFLAG, as PALS-22 was successfully immunoprecipitated in all samples (S7C and S7D Fig). However, we noted that, relative to PALS-25(WT) protein, expression of the PALS-25(Q293*) protein was significantly lower, despite using the same concentration of total protein extract for all samples (Fig 4A–4D and Materials and Methods). Therefore, the lack of PALS-25(Q293*) co-IP with PALS-22 could be due to these lowered PALS-25 protein levels. To control for this difference, we performed a yeast two-hybrid screen as a complement to our co-IP/Western blot analysis, screening either PALS-25(WT) or PALS-25(Q293*) baits against a proteome-wide library of *C*. *elegans* prey proteins. Here we found that PALS-25(WT) and PALS-25(Q293*) interacted with almost all of the same proteins, except that PALS-22 was a high confidence hit for interaction only with PALS-25(WT), and not with PALS-25(Q293*) (Fig 4E and S10 Table). Thus, using two distinct biological systems and assays, we found that PALS-25(Q293*) protein loses its normal physical association with PALS-22 protein, providing a likely explanation for how PALS-25(Q293*) is free from repression by PALS-22 protein and can activate the ORR, IPR, and pathogen resistance phenotypes in a background where *pals-22* is wild-type.

**Fig 4:**
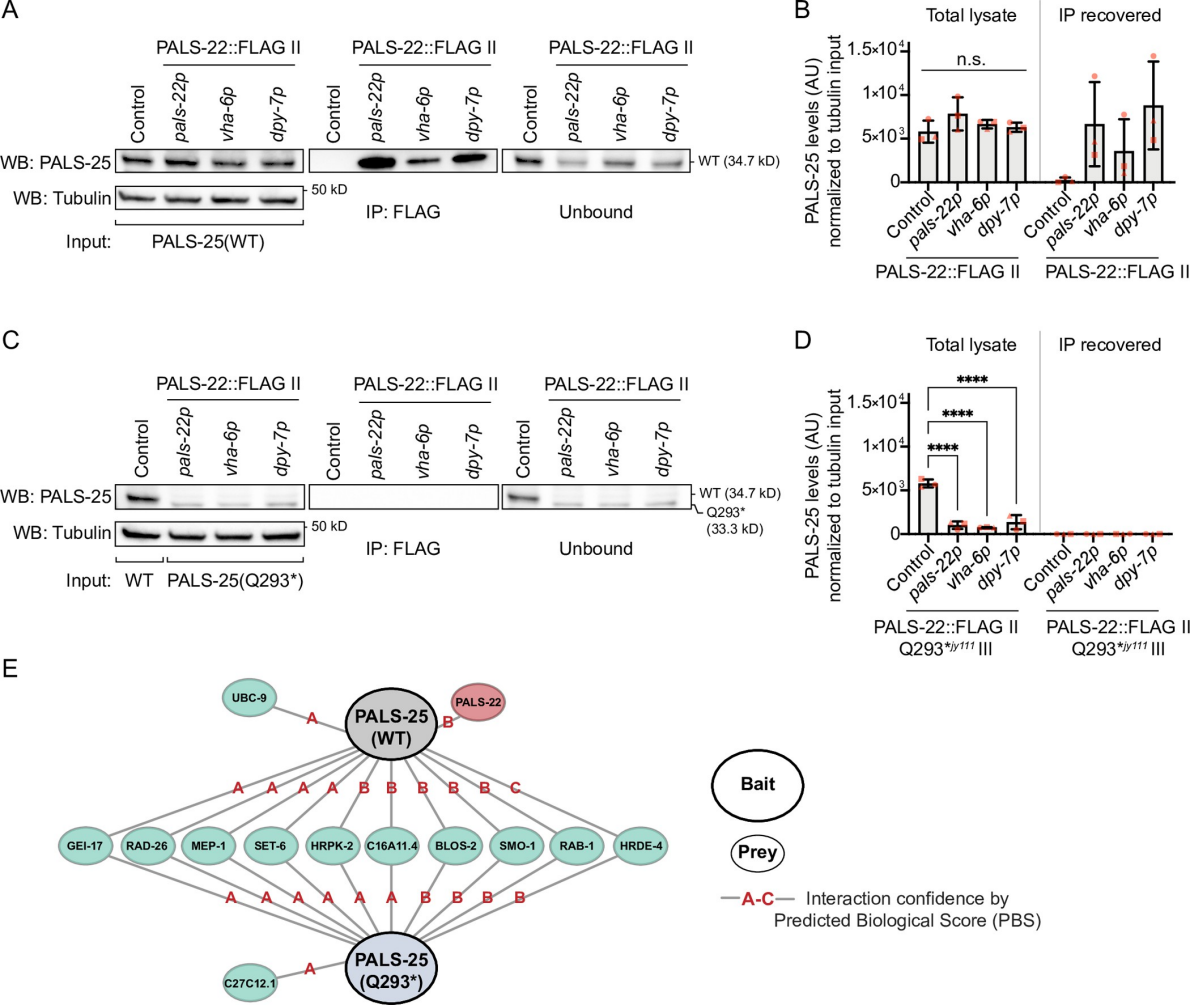
PALS-25(Q293*) protein is not physically associated with PALS-22 protein. **A)** Co-immunoprecipitation (co-IP) of FLAG-tagged PALS-22 and Western blot (WB) analysis for PALS-25(WT) in different tissues. PALS-22::GFP::3xFLAG expressed from its endogenous promoter (*pals-22p*), intestinal promoter (*vha-6p*), or epidermal promoter (*dpy-7p*) captured by FLAG-IP interacts with endogenously expressed PALS-25(WT). A GFP::3xFLAG control expressed from the *spp-5p* promoter does not interact with PALS-25(WT). **B)** Quantification of PALS-25(WT) lysate levels and amount collected from IP for each sample, normalized to tubulin. PALS-25 lysate levels are similar for the strains used in **A** for co-IP/WB. *p* > 0.05, one-way ANOVA with Dunnett’s multiple comparisons test with respect to the GFP::FLAG control strain. n = 3 independent co-IP/WB experimental replicates. **C)** co-IP of FLAG-tagged PALS-22 expressed in different tissues, as described in **A**, and WB analysis for PALS-25(Q293*). PALS-22 captured by FLAG-IP does not interact with endogenously expressed PALS-25(Q293*). The GFP::3xFLAG control does not interact with PALS-25(Q293*). **D)** Quantification of PALS-25(WT) and PALS-25(Q293*) lysate levels and amount collected from IP for each sample, normalized to tubulin. PALS-25(Q293*) protein lysate levels are decreased relative to control for the strains used in **C** for co-IP/WB. **** *p* < 0.0001, one-way ANOVA with Dunnett’s multiple comparisons test to GFP::FLAG control strain. n = 3 independent co-IP/WB experimental replicates. **E)** Yeast two-hybrid analysis of PALS-25(WT) and PALS-25(Q293*) baits with interacting prey proteins from a proteome-wide screen. PALS-25(WT) interacts with PALS-22 but PALS-25(Q293*) does not. Lines indicate significant interaction between bait and prey. Red letters indicate confidence of interaction from A (highest) to C (lowest) as determined by Predicted Biological Score (PBS). A detailed description of PBS analysis and complete bait-prey interactions is listed in the Materials and Methods and S10 Table.

### The transcription factor ZIP-1 is activated downstream of PALS-25(Q293*) in the epidermis

The bZIP transcription factor ZIP-1 is required to induce the expression of some IPR genes in response to multiple triggers, including loss of *pals-22* [28]. Therefore, we investigated whether ZIP-1 is required downstream of PALS-25(Q293*) to activate pathogen response gene expression. Here, we found that *zip-1* RNAi significantly decreased *pals-5*p::GFP expression in pals-25(Q293*)^*jy111*^ mutants relative to control RNAi, while the transgene silencing phenotype of *myo-2p*::mCherry observed in pals-25(Q293*)^*jy111*^ mutants was unaffected by RNAi against *zip-1* (Fig 5A and 5B). Therefore, ZIP-1 is required for the constitutive *pals-5p*::GFP gene expression in pals-25(Q293*)^*jy111*^ mutants, but is not required here for transgene silencing.

**Fig 5:**
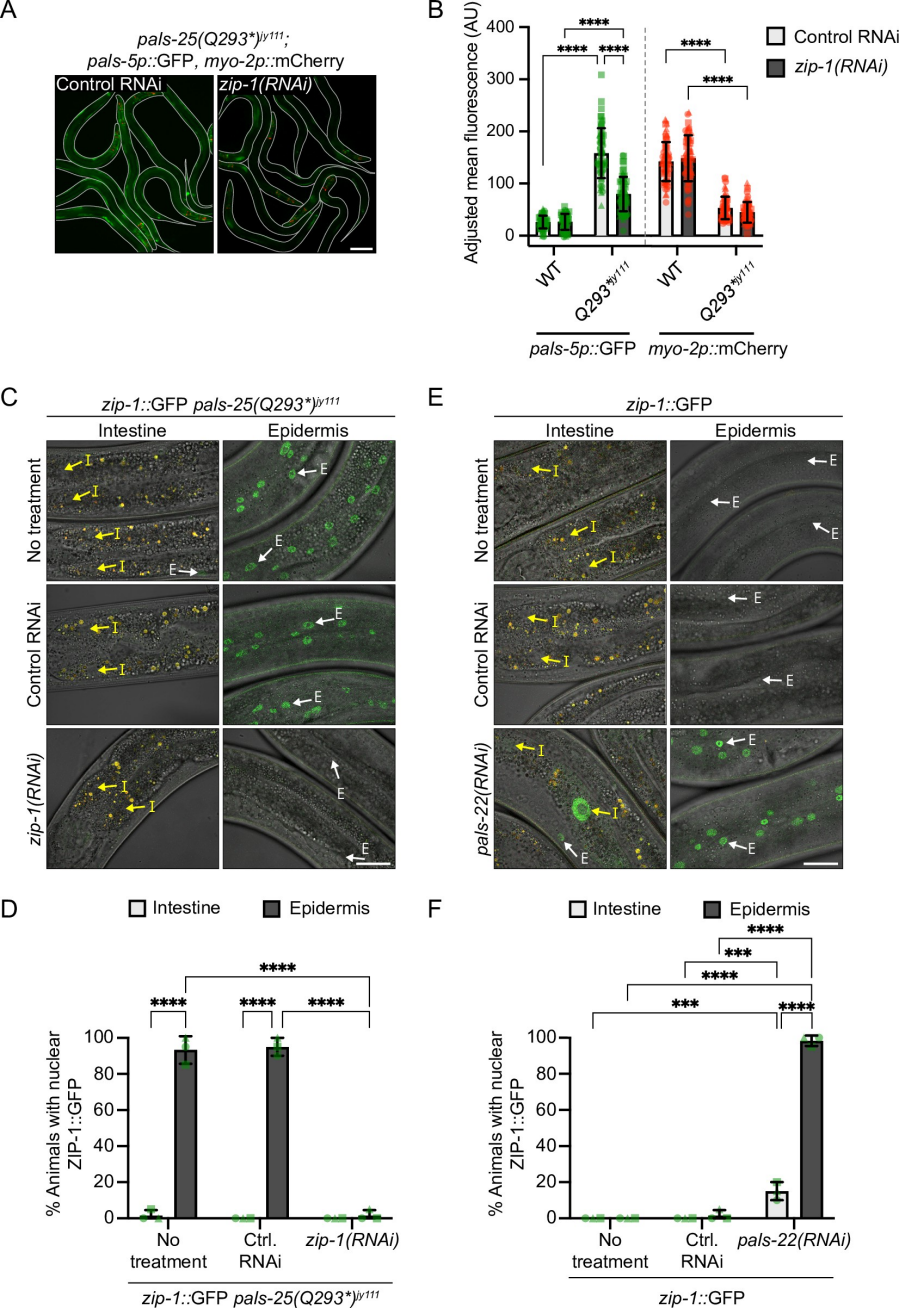
PALS-25(Q293*) and loss of PALS-22 both increase ZIP-1 nuclear localization in the epidermis. **A)** Constitutive expression of *pals-5p*::GFP in pals-25(Q293*)^*jy111*^ mutants is suppressed upon treatment with *zip-1* RNAi. L4s are shown, with lines denoting the outline of the body. Scale bar = 100 μm. **B)** Quantification of *pals-5p*::GFP and *myo-2p*::mCherry mean fluorescence signal normalized to body area for RNAi-treated L4s. Symbols represent fluorescence measurements for individual animals, n = 60 animals per treatment. **C, D)** ZIP-1::GFP is constitutively expressed in the epidermis but not the intestine of pals-25(Q293*)^*jy111*^ animals. **E, F)** ZIP-1::GFP is expressed in epidermal nuclei following *pals-22* RNAi but rarely in intestinal nuclei, and almost never in untreated or control RNAi-treated worms. For **C** and **E**, yellow arrows highlight intestinal nuclei ‘I’ and white arrows highlight epidermal nuclei ‘E’. Images are a composite of differential interference contrast, GFP, and RFP fluorescence channels and auto-fluorescent intestinal gut granules appear as yellow signal. Scale bar = 20 μm. For **B, D** and **F** bar heights indicate mean values and error bars represent standard deviations. **** *p* < 0.0001, *** *p* < 0.001, two-way ANOVA with Sidak’s multiple comparisons test (for **B,** each reporter analyzed independently). For **D** and **F**, n = 3 experimental replicates, 20 animals per treatment and replicate assessed for both intestinal and epidermal ZIP-1::GFP expression for each replicate. Different symbols represent replicates performed on different days.

Previous studies indicated that ZIP-1 localizes to the nucleus in response to various IPR triggers, including the proteasome-inhibitor bortezomib [28]. Indeed, we found that bortezomib (BTZ) induced ZIP-1::GFP nuclear expression in intestinal nuclei in 97% (58/60) of BTZ-treated animals compared to 0% (0/60) of control animals (S9 Fig). BTZ also induced ZIP-1::GFP localization in epidermal nuclei, but in only 30% (18/60) of animals (S9 Fig). We next examined nuclear localization of ZIP-1::GFP in pals-25(Q293*)^*jy111*^ mutants. In contrast to BTZ treatment, we found strong ZIP-1::GFP nuclear localization in epidermal nuclei of pals-25(Q293*)^*jy111*^ mutants, with ~93% (56/60) of animals displaying nuclear localization (Fig 5C and 5D). Interestingly, we rarely observed intestinal nuclear localization of ZIP-1::GFP in *zip-1*::gfp pals-25(Q293*)^*jy111*^ animals (Fig 5C and 5D). Thus, PALS-25(Q293*) appears to strongly activate ZIP-1::GFP in epidermal cells, but not in intestinal cells.

To determine if epidermal-biased nuclear localization of ZIP-1 was specific to pals-25(Q293*), or is a more general feature of PALS-25 activation, we performed *pals-22* RNAi on *zip-1*::*gfp* animals and examined ZIP-1::GFP localization in intestinal and epidermal tissues. Similar to what we observed with pals-25(Q293*)^*jy111*^ mutants, we found >98% (59/60) of *pals-22* RNAi-treated animals had nuclear localization of ZIP-1 in the epidermis, with very rare nuclear expression in the epidermis of control animals (Fig 5E and 5F). Also similar to pals-25(Q293*)^*jy111*^ mutants, we observed only a low level of nuclear localization of ZIP-1::GFP in the intestine after *pals-22* RNAi (9/60, 15%), and never in control conditions (0/60) (Fig 5E and 5F). Thus, our results suggest that in contrast to BTZ treatment, which regulates ZIP-1 nuclear localization predominantly in intestinal cells, PALS-22 and PALS-25 regulate activation of the transcription factor ZIP-1 almost exclusively in epidermal cells.

### Epidermis-specific activation of PALS-25 signals to the intestine to promote pathogen resistance

Our results above suggest that PALS-22 and PALS-25 regulate the transcription factor ZIP-1 mostly in the epidermis (Fig 5). Furthermore, PALS-22 and PALS-25 proteins are both strongly expressed in epidermal tissue (S8 Fig). Therefore, we investigated whether activation of PALS-25 only in the epidermis might be sufficient to promote an immune response in both the epidermis and intestine. To test this hypothesis, we first developed a construct where pals-25(Q293*) expression was driven specifically in the epidermis using the *dpy-7* promoter [38]. Here, we observed constitutive expression of the *chil-27p*::GFP reporter indicating that epidermal-specific PALS-25(Q293*) can activate the ORR (Fig 6A). Furthermore, transgenic *dpy-7p*::pals-25(Q293*) animals were resistant to oomycete infection when compared to WT (Fig 6B). For additional investigation, we developed a construct where pals-25(Q293*) expression was driven specifically in the epidermis of adults using a distinct promoter, *col-19p*, which is expressed beginning in early adulthood [39]. The construct was injected into *pals-22 pals-25(jy80)* double mutants so that the only source of *pals-25* would be from the *col-19p*::pals-25(Q293*) construct (Fig 1A and S2 Table) [19]. Here, in two independently isolated transgenic lines we observed PALS-25(Q293*)-mediated induction of *pals-5p*::GFP expression in young adult animals, but not in L4 stage animals, indicating that the *col-19p*::pals-25(Q293*) construct was functional for inducing the IPR when the promoter is active (Fig 6C). Interestingly, *pals-22 pals-25(jy80); col-19p*::pals-25(Q293*) transgenic animals displayed *pals-5p*::GFP expression not only in the epidermis, but also in the intestine, indicating PALS-25 activation in the epidermis triggered *pals-5p*::GFP expression in the intestine (Fig 6D).

Next, as a separate method to activate PALS-25 in an epidermal-specific manner, we performed tissue-specific depletion of its negative regulator PALS-22. Here, we used strains where the endogenous PALS-22 protein was C-terminally tagged with the auxin-inducible degron tag (AID), which causes protein degradation when co-expressed with the TIR1 ubiquitin ligase F-box protein [27,40]. We used strains where TIR1 was expressed with a ubiquitous promoter (*rpl-28p)* or with an epidermis-specific promoter (*dpy-7p*) [27]. Strains that expressed *rpl-28p*::TIR1*; pals-22*::AID or *dpy-7p*::TIR1*; pals-22*::AID were then crossed into a *pals-5p*::GFP background, exposed to auxin to deplete PALS-22::AID protein, and then were analyzed for IPR activation in different tissues. For both ubiquitous and epidermis-specific depletion of PALS-22 we observed *pals-5p*::GFP expression in both epidermal and intestinal tissues of L1 animals after 24 h auxin treatment, and no *pals-5p*::GFP expression on vehicle control (Fig 6E and Materials and Methods). Together, our results from epidermis-specific PALS-25(Q293*) expression and auxin-mediated depletion of PALS-22 indicate that PALS-25 activity in the epidermis can signal to the intestine to induce the *pals-5p*::GFP IPR reporter.

**Fig 6:**
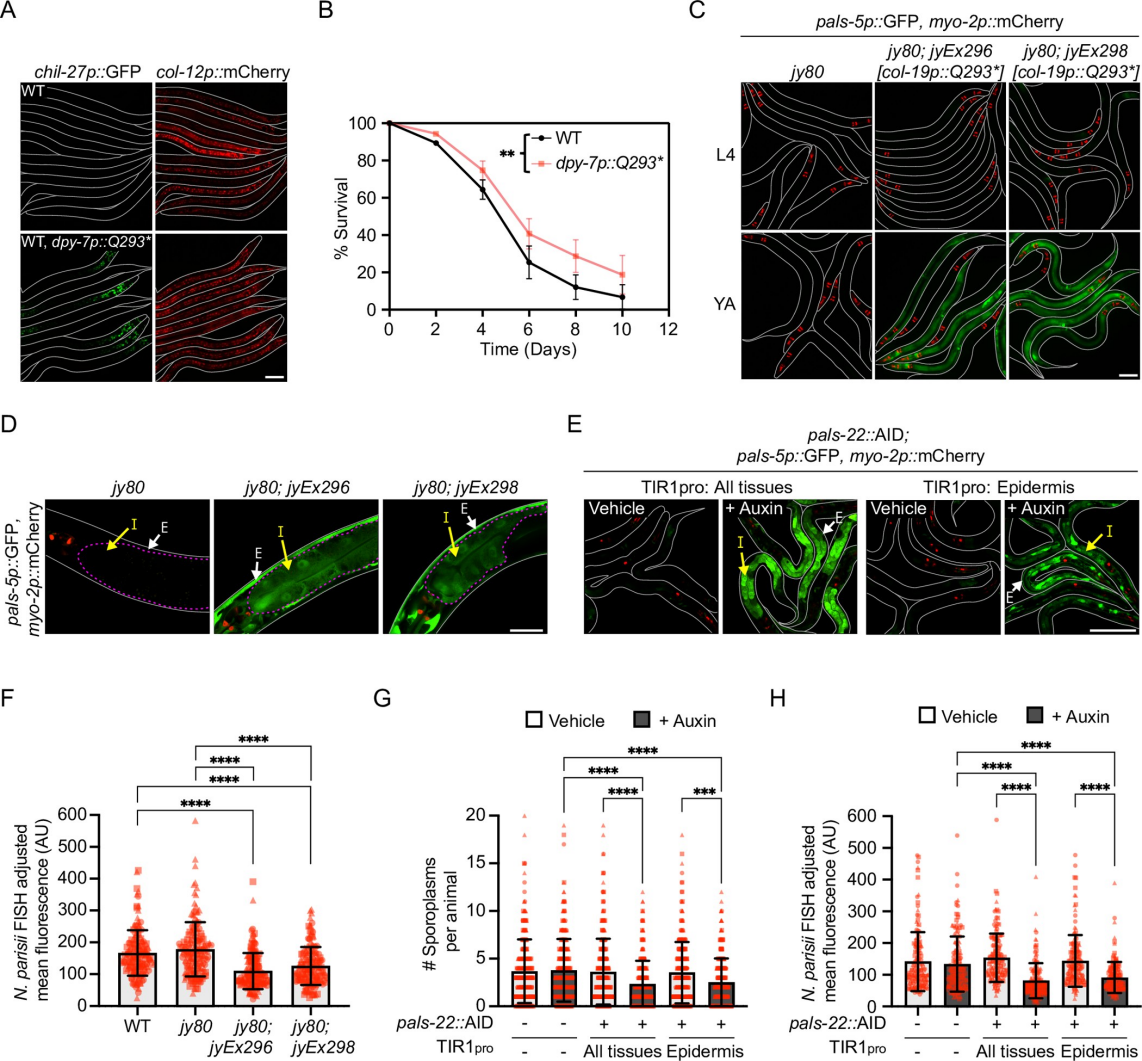
A PALS-22/25-mediated immune response in the epidermis triggers protective immunity in the epidermis and intestine. **A)** Epidermal (*dpy-7p*)-specific expression of pals-25(Q293*) leads to constitutive expression of *chil-27p*::GFP. *col-12p*::mCherry is part of the same transgene and is constitutively expressed starting from the L4 stage. L4 animals are shown with lines denoting the outline of the body. Scale bar = 100 μm. **B)** *dpy-7p*::pals-25(Q293*) animals have increased survival upon infection with *M*. *humicola* as compared to WT animals at 20°C. ** *p* < 0.01, Log-rank test. n = 270 animals per genotype, 90 animals per replicate across three experimental replicates. **C)** Adult-specific expression of pals-25(Q293*) in the epidermis induces *pals-5p*::GFP expression. Staged L4 and young adult (YA) animals are shown for each genotype. Scale bar = 100 μm. **D)** Higher magnification imaging shows that epidermis-specific expression of pals-25(Q293*) in young adults induces *pals-5p*::GFP expression in both the epidermis (white arrows ‘E’) and intestine (yellow arrows ‘I’). Scale bar = 20 μm. Exposure time was set to optimize intestinal *pals-5p*::GFP expression (dashed magenta lines). **E)** Auxin-mediated depletion of PALS-22 in all tissues, or specifically in the epidermis, induces *pals-5p*::GFP expression in both the epidermis (white arrows ‘E’) and intestine (yellow arrows ‘I’). L1 animals treated with either auxin or vehicle control for 24 h at 20°C are shown. Scale bar = 50 μm. **F)** Epidermis-specific expression of pals-25(Q293*) results in increased resistance to *N*. *parisii* at 30 hpi of young adult animals compared to both WT and a *pals-22 pals-25(jy80)* background without the pals-25(Q293*) transgene. Kruskal-Wallis test with Dunn’s multiple comparisons test. n = 150 animals per genotype, three experimental replicates. Symbols represent *N*. *parisii* FISH fluorescence signal normalized to body area for individual worms; head regions excluded because of expression of the *myo-2p*::mCherry co-injection marker. **G-H)** Auxin-mediated depletion of PALS-22 in all tissues, or specifically in the epidermis, increases resistance to *N*. *parisii* at 3 hpi **(G)** or 30 hpi **(H)** when compared to vehicle control. Two-way ANOVA with Sidak’s multiple comparisons test. 3 hpi: n = 300 animals per genotype, three experimental replicates. Symbols represent the number of *N*. *parisii* sporoplasms that infected an individual animal, as determined by *N*. *parisii*-specific fluorescent FISH signal. 30 hpi: n = 150 animals per genotype, three experimental replicates. Symbols represent *N*. *parisii* FISH fluorescence signal normalized to body area for individual worms; head regions excluded because of expression of the *myo-2p*::mCherry co-injection marker. For **F-H**, bar heights indicate mean values and error bars represent standard deviations. Different symbol shapes represent animals from infections performed on different days. **** *p* < 0.0001, *** *p* < 0.001.

PALS-22 and PALS-25 are also expressed in the nervous system [19,25,26]. Given the results above, we wondered if PALS-25-mediated activation of immune responses across distinct tissues was specific to the skin-gut axis, or if similar responses could also be induced across the brain-skin or brain-gut axes. To test this, we developed a construct where pals-25(Q293*) expression was driven specifically in neurons using the *rab-3* promoter [41]. We were unable to detect induction of either *chil-27p*::GFP or *pals-5p*::GFP reporter expression in animals expressing the *rab-3p*::pals-25(Q293*) construct (S10A and S10B Fig). Additionally, we developed a strain where TIR1 was expressed from a distinct neuronal promoter (*rgef-1p*) together with *pals-22*::AID and *pals-5p*::GFP [42]. Following auxin treatment to deplete PALS-22 and activate PALS-25, we observed cell-autonomous expression of *pals-5p*::GFP in neurons, most notably in the amphid, but expression of *pals-5p*::GFP was not observed in the epidermis or intestine. (S10C Fig). Therefore, our results suggest that PALS-25 activity in neurons, either through overexpression of PALS-25(Q293*) or depletion of PALS-22, does not have an obvious role in inducing the ORR and IPR immune programs in other tissues. Instead, we find evidence for cross-tissue activation of the IPR along the skin-gut axis.

Finally, we assessed if activation of PALS-25 in the epidermis alone could promote resistance to infection in the intestine. For *col-19p*::pals-25(Q293*) transgenic strains where PALS-25(Q293*) was expressed in the epidermis, we infected adult animals with the intestinal intracellular pathogen *N*. *parisii* and assessed pathogen load. At 30 hpi, we found that both of the transgenic lines tested were resistant to *N*. *parisii* when compared to wild-type animals, and when compared to the *pals-22 pals-25(jy80)* double mutants, which have resistance similar to wild-type (Figs 6F and S11A) [19]. For auxin-mediated depletion of PALS-22 in all tissues, or specifically in the epidermis, we found that auxin-treated animals were resistant to *N*. *parisii* when compared to control animals at both 3 hpi and 30 hpi (Figs 6G, 6H and S11B). Thus, activation of PALS-25 in the epidermis can induce systemic immune responses to promote resistance against a natural pathogen of the intestine.

## Discussion

In this study, we identify and characterize a gain-of-function allele of *pals-25*, Q293*, which activates epidermal and intestinal epithelial defense against natural pathogens of *C*. *elegans*. Previously isolated loss-of-function mutations of *pals-25* only had an effect in a *pals-22* mutant background, not in a wild-type background [19]. Here, we observe that truncation of the C-terminus of PALS-25 protein by 13 amino acids is sufficient to induce the ORR/IPR defense programs even in the presence of the wild-type negative regulator PALS-22 (Figs 1–3). Loss of the C-terminal 13 amino acids causes PALS-25 protein to lose its normal association with PALS-22, providing a potential explanation for PALS-25(Q293*) phenotypes in a wild-type background (Fig 4). Interestingly, loss of PALS-22 or activation of PALS-25 promote nuclear localization of ZIP-1 predominantly in the epidermis (Fig 5). Furthermore, epidermal-specific loss of PALS-22 or epidermal-specific activation of PALS-25 is able to promote resistance to *N*. *parisii* in the intestine (Figs 6 and 7). The exact tissue where ZIP-1 is required in this epidermal-to-intestinal signaling is unclear and will be the subject of future studies (Fig 7). Nonetheless, our findings overall represent a novel example of cross-talk between peripheral tissues providing protective immunity in *C*. *elegans*.

**Fig 7:**
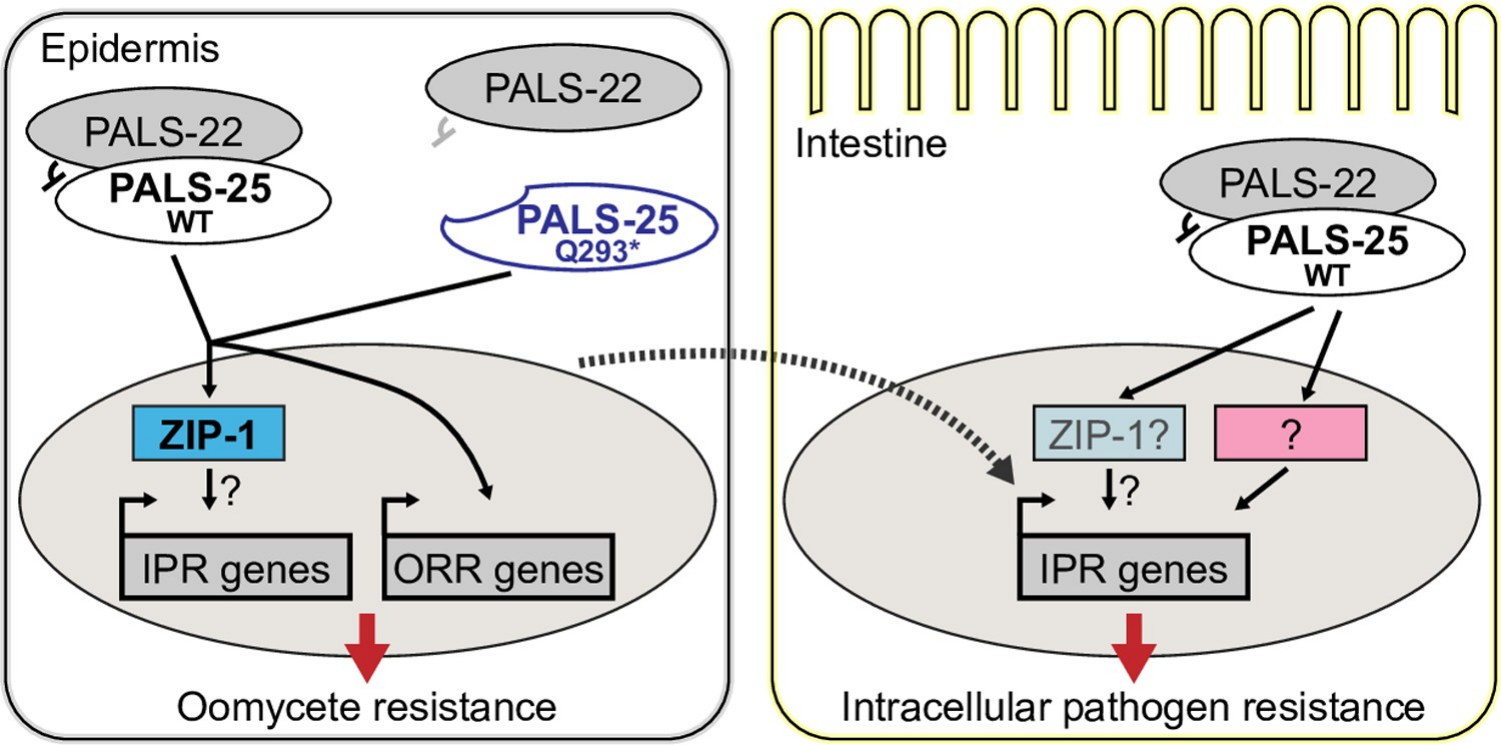
Model for PALS-22/25-mediated activation of the ORR and IPR. PALS-25(WT) is normally repressed by PALS-22; in *pals-22* mutants the ORR and IPR are induced and mutant animals are resistant to natural pathogens. In pals-25(Q293*)^*icb98*^ and pals-25(Q293*)^*jy111*^ mutants, PALS-25(Q293*) is constitutively released from repression by PALS-22 to induce the ORR, IPR, and resistance to natural pathogens. PALS-25(WT) or PALS-25(Q293*)-mediated induction of the IPR in the epidermis can signal cell non-autonomously to induce IPR gene expression and intracellular pathogen resistance in the intestine.

The results above highlight how there can be epidermal-specific effects from both loss of PALS-22 and activation of PALS-25. Furthermore, we found that pals-25(Q293*) mutants, which presumably express the PALS-25(Q293*) protein in multiple tissues, induce stronger expression of the IPR reporter in the epidermis compared to the intestine, while *pals-22(jy3)* mutants have strong IPR reporter expression in both the epidermis and intestine (Figs 1E and S1). Thus, PALS-25 may have a greater role for the IPR in the epidermis than the intestine. Perhaps other proteins act with PALS-22 in the intestine, which could be one of the many other PALS proteins in *C*. *elegans*. However, we note that analysis of PALS-25-specific activation in this study is based on just the Q293* mutant, and the use of other mutants/techniques for tissue-specific analysis of PALS-25 function is warranted for future studies.

We find that ORR/IPR gene expression is only partially upregulated in pals-25(Q293*) mutants (Fig 2). 

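In a direct comparison of *pals-22(jy3)* with *pals-25(jy111)* mutants over 14847 tested genes, 283 genes were called higher and 97 lower in *pals-22(jy3)* mutants. Of the 79 tested IPR genes, 73 were higher and 2 lower in *pals-22(jy3)* mutants at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 74 were higher adjusted over the list alone. Of the 177 tested ORR genes, 75 were higher and 14 lower, and 79 were higher and 19 lower adjusted over the list alone. Of these ORR genes, 95 were higher and 35 lower once same-numbered libraries were paired in a replicate block. The median log2 fold change of *pals-22(jy3)* over *pals-25(jy111)* was 2.98 for the IPR and 0.63 for the ORR genes, each the largest among the 35 splits of the 8 libraries into 4 and 4 (exact permutation p = 0.0286, with replicate numbers not taken as pairs). Camera, fry and camera with an estimated correlation called both lists higher in *pals-22(jy3)* mutants. For the ORR list the shift is largest in the 41 genes it shares with the IPR list, with a median of 2.32 and all 41 higher at an adjusted p under 0.05. The 136 tested genes of the ORR list alone had a median of 0.07, with 34 higher and 14 lower, and 54 and 35 with the replicate block. Tested as a set of their own, after these values were seen, they were still called higher by camera (p = 0.000334), by fry (p = 6.23e-05) and with the estimated correlation (p = 0.019). The *pals-22(jy3)* mutants had been grown for 48 h and the *pals-25(jy111)* mutants for 44 h.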

Partial induction is associated with increased pathogen resistance, but not increased thermotolerance or growth defects observed in *pals-22* mutants (Fig 3). The increased thermotolerance of *pals-22* mutants involves the upregulation of a multi-subunit cullin-RING ubiquitin ligase that includes the cullin CUL-6, RING domain protein RCS-1, functionally redundant Skp-related proteins SKR-3, SKR-4, and SKR-5, and non-redundant F-box proteins FBXA-158 and FBXA-75 [35]. 

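All 7 components were higher in *pals-22(jy3)* mutants than in WT animals at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all but *skr-3* passed the log2 fold change of 2, with every mutant library above every WT library. The log2 fold change was 2.73 (SE 0.21, adjusted p = 4.71e-05) for *cul-6* (WBGene00000841), 2.08 (SE 0.10, adjusted p = 2.99e-06) for *rcs-1* (WBGene00016190) and 1.66 (SE 0.13, adjusted p = 5.73e-05) for *skr-3* (WBGene00004809). For *skr-4* (WBGene00004810) it was 4.21 (SE 0.24, adjusted p = 7.65e-06), for *skr-5* (WBGene00004811) 5.82 (SE 0.37, adjusted p = 1.72e-05) and for *fbxa-158* (WBGene00015602) 8.21 (SE 0.24, adjusted p = 2.4e-07). Expression of *fbxa-75* (WBGene00022476) was 222 ± 52.1 CPM (SD, n = 4) in *pals-22(jy3)* mutants and a single count in the 4 WT libraries, a ratio of 19300 (95% counting interval 3470 to 764000).

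**Figure D3:**
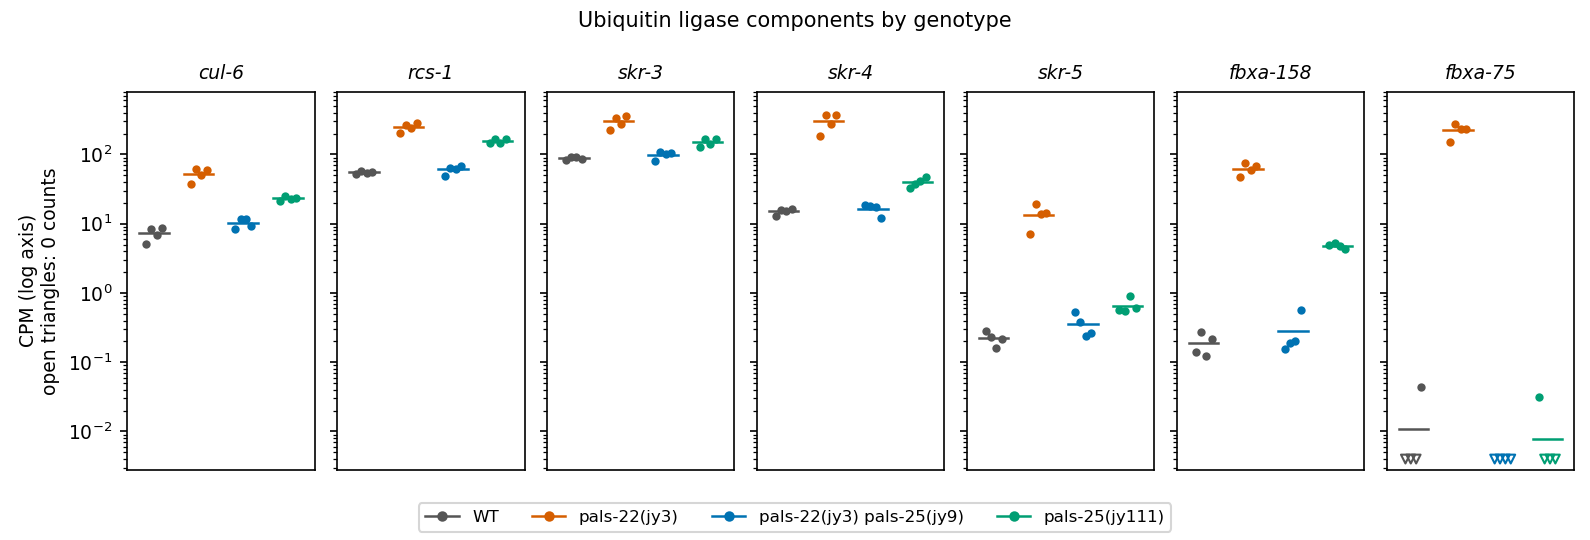
CPM of the 7 ligase components (log axis) in each of 4 libraries per genotype (points, open triangles for libraries with 0 counts), with horizontal lines at the means. For *fbxa-75*, the *pals-22(jy3)* libraries lie between 151 and 275 CPM and those of the other genotypes at or below 0.0433 CPM.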

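Compared to *pals-22(jy3) pals-25(jy9)* double mutants, *pals-22(jy3)* mutants had higher expression of the cullin gene *cul-6* by a log2 fold change of 2.26 (SE 0.18, adjusted p = 9.61e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same test the change was 1.96 (SE 0.13, adjusted p = 3.94e-05) for *rcs-1* and 1.52 (SE 0.16, adjusted p = 0.000356) for *skr-3*, both below the log2 fold change of 2 used for a call. It was 4.11 (SE 0.26, adjusted p = 2.45e-05) for *skr-4*, 5.17 (SE 0.40, adjusted p = 7.54e-05) for *skr-5* and 7.70 (SE 0.36, adjusted p = 4.28e-06) for *fbxa-158*. The F-box gene *fbxa-75* had no count in the double mutants and was at least 7530-fold higher in *pals-22(jy3)* mutants (edgeR adjusted p = 3.12e-05).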

All of the aforementioned components are regulated by wild-type *pals-22/25*. However, in pals-25(Q293*) mutants we did not observe upregulation of *fbxa-75*, and there was only modest upregulation of other ubiquitin ligase components, perhaps explaining why these mutants are not thermotolerant (Figs 3E, S3 and S6). 

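A single count of *fbxa-75* was found in all 4 *pals-25(jy111)* libraries and a single count in all 4 WT libraries, so no fold is given. The other components were higher in *pals-25(jy111)* mutants than in WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with every mutant library above every WT library. The log2 fold change was 1.68 (SE 0.16, adjusted p = 0.000558) for *cul-6*, 1.52 (SE 0.06, adjusted p = 3.84e-06) for *rcs-1*, 0.76 (SE 0.09, adjusted p = 0.00189) for *skr-3* and 1.38 (SE 0.12, adjusted p = 0.000335) for *skr-4*. For *skr-5* it was 1.56 (SE 0.28, adjusted p = 0.0201), and the adjusted p was 0.0672 without WT replicate 2, 0.0766 without WT replicate 3, 0.0748 without WT replicate 4 and 0.0523 without *pals-25(jy111)* replicate 3. *fbxa-158* had the largest change of the 6, at 4.61 (SE 0.26, adjusted p = 1.87e-05).

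Between the 2 mutants, the log2 fold change of *pals-22(jy3)* over *pals-25(jy111)* was 0.58 (SE 0.11, adjusted p = 0.0105) for *rcs-1*, 0.92 (SE 0.15, adjusted p = 0.0068) for *skr-3* and 1.07 (SE 0.15, adjusted p = 0.0026) for *cul-6*. It was 2.85 (SE 0.23, adjusted p = 0.000175) for *skr-4*, 3.63 (SE 0.15, adjusted p = 7.9e-06) for *fbxa-158* and 4.29 (SE 0.35, adjusted p = 0.000162) for *skr-5*. From the lack of *fbxa-75* upregulation and the modest upregulation of the other components, the paper proposes an explanation for why these mutants are not thermotolerant. In these counts the rise of *fbxa-158* over WT, a log2 fold change of 4.61, was not modest, though smaller than the 8.21 in *pals-22(jy3)* mutants.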

Future studies will be aimed at identifying players that interact with PALS-22 and/or PALS-25 proteins and may be responsible for regulating expression of distinct IPR genes and the variety of phenotypes associated with this immune program.

Our co-IP/WB analysis in *C*. *elegans*, together with our analysis in the yeast two-hybrid system, reveals that PALS-22 and PALS-25(WT) are physically associated while the truncated PALS-25(Q293*) protein loses this association with PALS-22 (Fig 4). Together, these results support a model where PALS-22 physically represses the ability of PALS-25 to activate downstream signaling, and the interaction of the two proteins requires the C-terminus of PALS-25. Biochemical functions and protein structures are yet to be determined for any of the *pals* genes, but given that the ORR/IPR is activated upon separation of PALS-22 and PALS-25 proteins, it is intriguing to hypothesize that PALS-22/25 may act as a molecular ‘tripwire’ [43] via an association-dissociation mechanism. In such a scenario the pair would dissociate in response to specific stimuli, such as a pathogen virulence factor, and release PALS-25 to induce the IPR. Here, PALS-22 and PALS-25 share intriguing similarities with certain plant “R gene pairs,” which encode paralog proteins that bind tightly to each other and direct opposite effects on immunity [44,45]. After sensing virulence factors from a co-evolved plant pathogen, the negative regulator of the R pair will activate immunity by de-repressing the positive regulator of the R pair. In these cases however, the two R gene proteins remain physically associated during the activation phase [46], although dissociation or loss of the negative regulator will activate immunity, like dissociation from or loss of PALS-22 that we find in *C*. *elegans* [44,45]. Similarly, the activation of PALS-25 may thus be triggered by currently unknown pathogen-derived factors, which could lead to its dissociation, or if it is similar to R gene proteins, its activation while still binding its negative regulator. Notably however, our previous results show that *pals-22/25* are dispensable for ORR/IPR activation by oomycetes, *N*. *parisii*, Orsay virus, proteasome inhibition, and other known ORR/IPR activators [18,19]. Therefore, either PALS-22/25 do not directly detect these activators, or they detect these activators redundantly with other factors.

As a relative of the ‘tripwire’ model, PALS-22/25 may act together to carry out a shared molecular function that is disrupted during infection. In this scenario, *pals-22* or pals-25(Q293*) mutants have impaired cellular function, perhaps due to “free” PALS-25. The ORR/IPR may thus be activated downstream of such a ‘homeostasis altering molecular process’ (HAMP) [47]. There are several examples of IPR induction as a consequence of altered cellular homeostasis. Disruption of protein homeostasis by prolonged heat stress, or by genetic and pharmacological inhibition of proteasome function, activates the IPR [19,26,28,29]. Furthermore, a putative IPR-regulating HAMP was recently identified with mutation of the purine nucleoside phosphorylase *pnp-1*, which causes perturbations in purine metabolism and activation of the IPR [32].

To our surprise, we found that epidermal-specific activation of PALS-25 also activates the IPR in the intestine, indicating that *C*. *elegans* can coordinate immune responses across the ‘skin-gut’ axis (Fig 6). While there are many examples of signaling from the nervous system to peripheral tissues, less is known about signaling between peripheral tissues like the epidermis and intestine, although findings in a variety of organisms indicate the presence of such communication. For example, in *Drosophila melanogaster* necrotic inflammation of epidermal wing cells activates the innate immune IMD pathway in the intestine [48]. In rats and humans, UV irradiation or burn injury to the skin has been shown to alter gastrointestinal hyperactive immune states [49,50]. In *C*. *elegans*, epidermally-expressed *lin-26* regulates expression levels of five distinct fluorescent transcriptional reporters in the intestine [51]. In the context of skin-to-gut immune signaling, Zugasti *et al*. demonstrated that epidermal-specific knockdown of the VH1 dual-specificity phosphatase family gene *vhp-1*, a negative regulator of the p38 MAPK pathway, resulted in intestinal *nlp-29p*::GFP reporter expression [52]. This study also showed that activation of the mitochondria unfolded protein response in the intestine can alter *nlp* gene expression in the epidermis [52]. Skin-to-gut immune signaling has also been implicated in gut microbiota composition and pathogenicity. Berg *et al*. showed that normally commensal *Enterobacter* species in the *C*. *elegans* gut can become pathogenic upon increased accumulation due to impaired TGF-β/BMP signaling, and that rescue of TGF-β/BMP signaling specifically in the epidermis can significantly decrease *Enterobacter* accumulation in the intestine [53]. Signaling across the nematode ‘skin-gut’ axis has also been shown to regulate development and metabolism. Specifically, disruption of epidermal microRNA expression can impact mTORC2 signaling in the intestine to alter vitellogenin (*vit)* gene expression [54]. However, in all of the cases mentioned above, the signals responsible for cross-talk along the ‘skin-gut’ axis are unknown. In a highly mechanistic study of ‘skin-gut’ communication where a secreted signal was identified, Lin and Wang demonstrated that the nuclear hormone receptor NHR-25 expressed in the epidermis regulates the expression and secretion of Hedgehog-like protein GRL-21, which binds to the Patched receptor PTR-24 expressed in the intestine to regulate mitochondria fragmentation and lipid homeostasis in that tissue [55].

In the case of the PALS-25-mediated skin-to-gut IPR immune program described here, we do not know the nature of the signal, nor whether the signaling is direct. Interestingly, our results demonstrated that PALS-25(Q293*) expression specifically in neurons was unable to activate the ORR or IPR. Similarly, auxin-mediated depletion of PALS-22 specifically in neurons was unable to induce the IPR in the intestine or epidermis (S10 Fig). Thus, we conclude that PALS-25 activity in neurons does not directly induce the ORR or IPR programs in distal tissues. However, it is possible that there is a neuronal intermediate linking the skin and gut and that inter-tissue regulation of the ORR/IPR may be communicated in a more complex manner along the ‘skin-brain-gut’ axis, or could involve other tissues. Nonetheless, the simplest explanation of our current findings is that there is skin-to-gut immune coordination, adding to a growing list of intriguing examples of peripheral tissue communication in *C*. *elegans*. Future work dissecting the ‘skin-gut’ axis of the IPR may shed light on new mechanisms of inter-tissue coordination of immune responses.

## Materials and methods

### *C*. *elegans* maintenance

Worms were maintained using standard methods at 20°C on Nematode Growth Media (NGM) agar plates top plated with streptomycin-resistant *Escherichia coli* OP50-1, unless stated otherwise [56]. Worm strains used in this study are listed in S1 Table.

### Synchronization of *C*. *elegans*

To obtain synchronized populations, gravid adult animals were collected from NGM+OP50-1 plates in M9 media into a 15 ml conical tube. Tubes were centrifuged and the supernatant was removed leaving ~2 ml of M9. 800 μl of 5.65–6% sodium hypochlorite solution and 200 μl of 2 M NaOH were then added to the tube for ~2 min. Embryos released after bleaching were suspended in 15 ml M9, centrifuged, and the supernatant was removed. The wash-and-centrifuge procedure was repeated 5 times and embryos were resuspended in a final volume of 5 ml of M9. Embryos were placed in a 20°C incubator with continual rotation for 16–24 h to hatch L1s.

### EMS mutagenesis and mapping pals-25(Q293*)^*icb98*^

L4 stage *C*. *elegans* carrying the *icbIs4[chil-27p*::*gfp*, *col-12p*::*mCherry]* transgene were treated with 24 mM ethyl methanesulfonate (EMS) (Sigma-Aldrich, St. Louis, MO) using previously described procedures [57]. F2 animals constitutively expressing *chil-27p*::GFP were manually picked using a Axio ZoomV16 dissecting scope (Zeiss, Jena, Germany). The GFP positive mutant was crossed with the polymorphic Hawaiian isolate CB4856, and whole genome sequencing data from GFP positive F2 recombinants was analyzed using the CloudMap pipeline [58] to identify the pals-25(Q293*)^*icb98*^ allele.

### CRISPR/Cas9-mediated mutagenesis to generate pals-25(Q293*)^*jy111*^

CRISPR/Cas9-mediated mutagenesis with homology directed repair to introduce the Q293* mutation in *pals-25* was performed using a co-CRISPR strategy as previously described [59]. We designed a crRNA overlapping Q293 as well as a repair template to alter the CAA codon to a TAA stop (S2 Table). The crRNA and repair template were synthesized as oligonucleotides (Integrated DNA Technologies, Coralville, IA) and were used with a crRNA targeting the *dpy-10* gene. 67 μM *pals-25* crRNA, 17 μM *dpy-10* crRNA, and 40 μM of commercial tracrRNA were combined and incubated for 5 min at 95°C followed by 5 min at room temperature. After annealing, the resulting gRNA mixture was added to Cas9-NLS to a final concentration of 27 μM Cas9 (QB3, Berkely, CA) and 8 μM of repair template. *jyIs8[pals-5p*::*gfp*, *myo-2p*::*mCherry]* worms were microinjected and Dpy F1 progeny were screened by PCR for successful introduction of the CAA to TAA early stop mutation. A selected line was crossed out of the Dpy background and backcrossed three times to *jyIs8* animals to generate ERT738 (*pals-25(jy111)*; *jyIs8[pals-5p*::*gfp*, *myo-2p*::*mCherry]*) before experimental testing. ERT738 animals were then backcrossed once to WT to generate ERT751 (*pals-25(jy111)*) (S1 Table).

### Molecular cloning and transgenesis

The pals-25(Q293*)^*icb98*^ allele was amplified using the dpy-7p25F/p25ch7R primer pair and inserted via Gibson assembly into pIR6 (*dpy-7p*::*unc-54 3’utr)* to generate the plasmid pCV6 (*dpy-7p*::pals-25(Q293*)::*unc-54*) for epidermal expression. pals-25(Q293*) was amplified using the rab-3p25F/p25ch7R primer pair and inserted into pGO29 (*rab-3p*::*unc-54 3’utr)* to generate pCV4 *(rab-3p*::pals-25(Q293*)::*unc-25)* for neuronal expression. pCV4 or pCV6 were injected into MBA281 *icbIs4[chil-27p*::*gfp*, *col-12p*::*mCherry]* animals at 50 ng/μl along with *myo-2p*::*dsRed* at 5 ng/μl as the co-injection marker. The pals-25(Q293*)^*jy111*^ allele tagged with wrmScarlet modified with synthetic introns was synthesized as a HiFi gBlock (Integrated DNA Technologies) with 50 bp 5’ homology to the *col-19* promoter region and 50 bp homology with the *unc-54* 3’utr. 665 bp of the *col-19p* was PCR-amplified from WT genomic DNA, and 700 bp of the *unc-54* 3’utr was PCR-amplified from pET631 [*pals-22p*::*pals-22*::*gfp*::*SBP_3xFLAG*::*unc-54 3’utr*, *unc-119(+)*] using GoTaq Green Master Mix (Promega, Madison, WI). The *col-19p*, Q293*^jy111^ gBlock, and *unc-54* 3’utr pieces were Gibson assembled using the NEBuilder assembly kit and the assembled product was then PCR-amplified with Phusion DNA polymerase (New England Biolabs, Ipswich, MA). The PCR-amplified assembly was A-tailed for 30 min at 70°C, ligated into pGEM T-Easy vector (Promega), and transformed into DH5α cells (New England Biolabs). The resulting vector, pET729 [*col-19p*::pals-25(Q293*)::*wrmScarlet*::*unc-54 3’utr*], was verified by restriction digest and sequencing across the insert. pET729 was injected at 60 ng/μl with pBluescript at 40 ng/μl into a *pals-22 pals-25(jy80); jyIs8*[*pals-5p*::*gfp*, *myo-2p*::*mCherry*] background. Transgenic lines were identified by post-L4 induction of *pals-5p*::GFP expression. Three transgenic lines were isolated from different injected P0 animals and two lines were analyzed in this study. A complete list of constructs can be found in S9 Table. Primers used for molecular cloning are listed in S3 Table.

### RNA interference

RNAi was performed by the feeding method using previously described *pals-22*, *pals-25*, and *zip-1* RNAi clones [19,26,28]. For pals-25(Q293*)^*icb98*^ analysis (Fig 1), 6–8 L4 stage animals were transferred onto RNAi plates (NGM plates supplemented with 5 mM IPTG and 1 mM carbenicillin) seeded with a 300 μl lawn of *E*. *coli* HT115 carrying the L4440 plasmid (empty vector control) or the *pals-25* RNAi clone. The plates were incubated at 20°C for 72 h and F1 animals at L4 stage were scored for the expression of *chil-27p*::GFP. For pals-25(Q293*)^*jy111*^ analysis, synchronized L1 animals were transferred to RNAi plates seeded with a 300 μl lawn of either empty vector control, *pals-25* RNAi (Fig 1), or *zip-1* RNAi (Fig 5). The plates were incubated at 20°C for 44 h and L4 stage animals were scored for the expression of *pals-5p*::GFP, *myo-2p*::mCherry. For ZIP-1::GFP analysis, synchronized populations of L1s for *zip-1*::GFP or pals-25(Q293*)^*jy111*^ *zip-1*::GFP were transferred to standard NGM OP50-1 plates or RNAi plates seeded with a 300 μl lawn of empty vector control, *pals-22* RNAi, or *zip-1* RNAi (Fig 5). The plates were incubated at 20°C for 48 h and young adult stage animals were scored for nuclear ZIP-1::GFP expression in the epidermis and/or intestine on a LSM700 confocal microscope with Zen2010 software (Zeiss).

### RNA isolation, qRT-PCR, and sequencing

pals-25(Q293*)^*icb98*^ analysis: Synchronized L4 stage WT and pals-25(Q293*)^*icb98*^ mutant animals were collected and RNA was extracted by standard procedure using TRIzol (Life Technologies, Carlsbad, CA). RNA samples were sequenced by Genewiz (Azenta Life Sciences, South Plainfield, NJ). Sequencing reads were aligned to WS235 transcriptome from WormBase and transcript abundance was estimated using Kallisto (S4 Table) [60]. This was followed by differential expression analysis using Sleuth and Wald test for two-sample comparisons (S5 Table) [61]. The data was filtered with pval<0.01, qval<0.1, and log2 fold change > 2 to obtain the final list for differentially expressed genes for Venn diagrams, GSEA, and WormCat analysis. Overlap of datasets was visualised using the webtool http://bioinformatics.psb.ugent.be/webtools/Venn/ followed by statistical analysis using a hypergeometric test (http://nemates.org/MA/progs/overlap_stats.html). Heatmaps were produced using Prism 9 (GraphPad, San Diego, CA).

pals-25(Q293*)^*jy111*^ analysis: ~7,000 synchronized L4 stage worms per genotype were grown on 10-cm NGM plates seeded with OP50-1 and were collected (44 h at 20°C for all strains, except for *pals-22(jy3)* mutants, which are developmentally delayed [26] and were grown for 48 h at 20°C). RNA was extracted with TRI reagent (Molecular Research Center, Inc., Cincinnati, OH), isolated with BCP reagent (Molecular Research Center), washed with isopropanol and ethanol, and was resuspended in nuclease free (NF) H_2_O. Samples were further purified with a RNeasy Mini kit (Qiagen, Hilden, Germany) and again resuspended in NF-H_2_O for qRT-PCR and RNAseq. qRT-PCR analysis was performed as previously described [26]. cDNA was synthesized from total RNA using the iScript synthesis kit (Bio-Rad, Hercules, CA). qPCR was performed with iQ SYBR Green Supermix (Bio-Rad) with a CFX Connect Real-Time PCR Detection System (Bio-Rad). Expression values for genes of interest were normalized to the expression of a control gene, *snb-1*, which does not show altered expression following IPR or ORR activation [26]. The Pffafl method was used for quantification [62]. Primers used for qRT-PCR analysis are provided in S3 Table. For RNAseq, RNA quality was assessed with a TapeStation system and cDNA libraries were prepared for paired-end sequencing at the Institute for Genomic Medicine at the University of California, San Diego. Sequencing was performed on a NovaSeq 6000 sequencer (Illumina Inc., San Diego, CA). Sequencing reads were aligned to WS235 in RStudio using Rsubread and were quantified using Featurecounts (S4 Table). Differential gene expression was performed using limma-voom on the Galaxy platform (usegalaxy.org) (S5 Table) [63]. Lowly expressed genes (CPM < 0.5) were filtered out and an adjusted *p* value of < 0.05 and log2 fold change > 2 was used to define differentially expressed genes used for Venn diagrams, GSEA, and WormCat analysis. Overlap of datasets, and hypergeometric testing, were performed as described above. Heatmaps were produced using Prism 9 (GraphPad).

### Functional expression analysis

Gene Set Enrichment Analysis (GSEA) software v4.2.3 was used for functional analysis of pals-25(Q293*)^*icb98*^ and pals-25(Q293*)^*jy111*^ using the GSEAPreranked module [30]. Differentially expressed genes from RNAseq expression data for pals-25(Q293*)^*icb98*^ and pals-25(Q293*)^*jy111*^ were ranked from highest to lowest based on Log_2_ fold changes and converted into a GSEA compatible file. 93 gene sets for comparison were compiled in Excel and converted into a GSEA compatible file. Independent GSEA was performed for pals-25(Q293*)^*icb98*^ and pals-25(Q293*)^*jy111*^ vs. wild type controls for each experiment. For both analyses, a signal-to-noise metric of 1000 permutations was used with ‘no collapse’ as gene symbols were pre-defined in the ranked gene list. Of the 93 gene sets, any in which fewer than 15 genes were represented in the RNAseq data from this study were excluded from statistical analysis. Normalized Enrichment Scores from GSEAPreranked analysis described above were calculated with default parameters. A heatmap of the GSEA analysis was produced using Prism 9 (GraphPad). GSEA analysis gene sets and results are provided in S7 Table. Wormcat analysis of pals-25(Q293*)^*icb98*^ and pals-25(Q293*)^*jy111*^ was performed with WormCat 2.0 (http://www.wormcat.com/index) using whole genome v2 annotations [31]. WormCat analysis results are provided in S8 Table.

### PALS-22 and PALS-25 protein expression and antibody generation

The full length wild-type *pals-22* and *pals-25* were amplified by PCR through the primers listed in S3 Table. The PCR product were cloned into BsaI-HFv2 digested custom vector derived from pET21a. The resulting plasmids (pBEL1693 and pBEL1692), which include PALS-22 with C-terminal TEV-His-tag and PALS-25 with N-terminal His-TEV-tag respectively, were transformed into Rosetta (DE3) cells (Novagen, Sigma) for protein expression. LB with carbenicillin and chloramphenicol selection was inoculated with Rosetta (DE3)/pBEL1693 or pBEL1692 and grown at 37°C with shaking at 200 rpm. The overnight culture was diluted 1:50 in LB+carbenicillin/chloramphenicol, then expression was induced by adding IPTG to a final concentration of 1 mM at 16°C, and allowed to shake overnight. Cells were harvested by centrifugation and resuspended in lysis buffer (50 mM Tris pH 8, 300 mM NaCl, 10 mM imidazole, 2 mM DTT, 10% Glycerol, 1 mM phenylmethylsulfonyl fluoride (PMSF)). Cells were lysed using the Emulsiflex-C3 cell disruptor (Avestin, Ottawa, Canada) and then centrifuged at 4°C, 12,000 g to pellet cell debris. The supernatant, containing soluble PALS-22, was passed twice through NiNTA resin #17531802 (Cytiva, Marlborough, MA), which was then washed with wash buffer (50 mM Tris pH 8, 300 mM NaCl, 40 mM imidazole, 1 mM PMSF, 2 mM DTT, 10% glycerol), and the bound proteins were then eluted in elution buffer (50 mM Tris pH 8, 300 mM NaCl, 250 mM imidazole, 1 mM PMSF, 2 mM DTT, 10% glycerol). The fractions containing proteins were collected and further purified by HiLoad 16/600 Superdex 200 pg size-exclusion column #28-9893-35 (Cytiva) in PBS (137 mM NaCl, 2.7 mM KCl, 1.5 mM KH_2_PO_4_, 8.1 mM Na_2_HPO_4_, pH 7.5). The pellet, containing a large amount of insoluble PALS-22 or PALS-25, was resuspended in urea lysis buffer (100 mM NaH_2_PO_4_/10 mM Tris base, 10 mM Imidazole, 8 M Urea [titrated to pH 8 by NaOH]). The solubilized pellet was centrifuged at 4000 g, and the supernatant collected. PALS-22 or PALS-25 from the resulting supernatant was passed twice through NiNTA resin (Cytiva #17531802), which was then washed with urea wash buffer (100 mM NaH_2_PO_4_/10 mM Tris base, 40 mM imidazole, 8 M urea [titrated to pH 8 with NaOH]), and the bound proteins were then eluted in urea elution buffer (100 mM NaH_2_PO_4_/10 mM Tris base, 300 mM imidazole, 8 M urea [titrated to pH 8 by NaOH]). Fractions containing PALS-22 or PALS-25 were pooled, concentrated and dialyzed into dialysis buffer (PBS (137 mM NaCl, 2.7 mM KCl, 1.5mM KH_2_PO_4_, 8.1 mM Na_2_HPO_4_), 3.9 M urea [titrated to pH 8 by NaOH]) overnight at room temperature. The following day, the sample was dialyzed once again in fresh dialysis buffer for 3 h at room temperature. The dialyzed sample, and sample from size exclusion purification, were supplemented with 10% glycerol, flash frozen in liquid nitrogen for storage, and submitted to for custom antibody production (ProSci Inc., Poway, CA). Rabbits were initially immunized with 200 μg full-length His::TEV tagged PALS-22 or PALS-25 antigen in Freund’s Complete Adjuvant. Rabbits were then subsequently boosted with four separate immunizations of 100 μg antigen in Freund’s Incomplete Adjuvant over a 16-week period. Approximately 25 ml of serum was collected and PALS-22 or PALS-25 polyclonal antibody was purified with an immuno-affinity chromatography column by cross-linking PALS-22 or PALS-25 to cyanogen bromide (CNBr)-activated Sepharose 4B gel. Antibody was eluted from the affinity column in 100 mM glycine buffer pH 2.5, precipitated with polyethylene glycol (PEG), and concentrated in PBS pH 7.4 + 0.02% sodium azide. Antibody concentration was determined by ELISA and used in Western blot analysis described below.

### Coimmunoprecipitation of PALS-22/25 proteins and Western blot analysis

For each sample ~100,000 synchronized L1 animals were plated on 10 x 10-cm NGM+OP50-1 plates (10,000 L1s per plate) and grown for 72 h at 20°C. 20x concentrated OP50-1 was top plated as needed during growth to prevent starvation. Worms were washed off the plates in M9, washed twice with ice-cold PBS + 0.1% Tween-20 (PBS-T), and resuspended in PBS-T in a final volume of ~500 μl. The worms were then frozen dropwise in LN_2_ and transferred to -80°C for storage prior to protein extraction. Frozen worm pellets were ground into powder with a mortar and pestle pre-chilled with LN_2_. Powder was resuspended in ice-cold lysis buffer (50 mM HEPES, pH 7.4, 1 mM ethylene glycol-bis(β-aminoethyl ether)-N,N,N′,N′-tetraacetic acid (EGTA), 1 mM MgCl_2_, 100 mM KCl, 1% glycerol, 0.05% Nonidet P-40, 0.5 mM dithiothreitol (DTT), with 1 x cOmplete, EDTA-free protease inhibitor tablet per 10 ml lysis buffer (Roche, Basel, Switzerland) and total protein extract was collected. The extract was centrifuged for 15 min at 21,000 g at 4°C and supernatants were syringe-filtered through a 0.45 μm membrane (Whatman, Maidstone, United Kingdom). Protein concentration was determined using Pierce 660-nm protein assay (Thermo Fisher Scientific, Waltham, MA). Lysate concentrations were adjusted to 1 μg/μl and 1 mg of each sample was mixed with 25 μl of anti-FLAG M2 Affinity Gel (Sigma-Aldrich). Immunoprecipitation was performed at 4°C with rotation at 10 rpm for 2 h. Agarose resin beads were pelleted by centrifugation at 8000 g for 30 s and the unbound fraction for each sample was collected and stored at -30°C. The agarose resin beads were washed twice with 1 ml lysis buffer for 5 minutes, and then twice with 1 ml wash buffer (50 mM HEPES, pH 7.4, 1 mM MgCl_2_, 100 mM KCl) with rotation. Beads were resuspended in 50 μl of wash buffer and stored at -30°C prior to analysis. 15 μl of 4x Laemmli buffer (Bio-Rad) with 200 mM DTT was added, samples were boiled for 3 min at 100°C, and were centrifuged for 10 min at 21,000 g at 4°C. Proteins were separated on a 4–15% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) precast gel (Bio-Rad) at room temperature, and transferred onto polyvinylidene difluoride (PVDF) membrane at 4°C, 100 V, for 1.5 h. Blocking for non-specific binding was performed in blocking buffer (5% nonfat dry milk dissolved in PBS-T) for 2 h at room temperature. PVDF membranes were incubated with primary antibodies diluted in 5 ml blocking buffer overnight at 4°C with rocking (anti-PALS-25 1:1,000 and anti-tubulin 1:4,000 monoclonal anti-α-tubulin produced in mouse (MilliporeSigma, Burlington, MA)). After primary antibody incubation, the PVDF membranes were washed three times in PBS-T, and then were incubated with secondary antibodies conjugated with horseradish peroxidase in 5 ml blocking buffer for 1.25 h at room temperature with rocking (for anti-PALS-25 primary: goat anti-rabbit 1:10,000, For anti-tubulin primary: goat anti-mouse 1:10,000). the PVDF membranes were washed three times in PBS-T, then were treated with enhanced chemiluminescence (ECL) reagent (Cytiva) for 5 min, and imaged using a Chemidoc XRS+ with Image Lab software (Bio-Rad). Unbound fraction and extract input at 1 μg/μl were processed in parallel with IP samples as described above. Quantification of PALS-25 band intensities for IP lysate inputs and the IP collected fraction were determined using Image Lab software (Bio-Rad) and each sample was normalized to its tubulin expression levels. SDS-PAGE and Western blot for immunoprecipitation of PALS-22::GFP::3xFLAG (S7 Fig) was performed with anti-PALS-22 antibody following the same procedure as described above for PALS-25.

### Yeast two-hybrid analysis

Yeast two-hybrid (Y2H) screening was performed using the ULTImate Y2H cell-to-cell mating process (Hybrigenics Service, Evry, France). Either the coding sequence of PALS-25(WT) (amino acids 1–305) or PALS-25(Q293*) (amino acid 1–292) were synthesized and were cloned into pB66 downstream of the Gal4 DNA-binding domain sequence. Each construct was independently used as a bait to screen a *C*. *elegans* mixed-stage cDNA prey library that was generated by random priming and inserted into the pP6 plasmid encoding the Gal4 activation domain. The library was screened using a haploid mating approach, as previously described, with one yeast sex type carrying the bait construct (mata) and the other (matα) carrying individual prey constructs [64]. For PALS-25(WT), 104 million interactions were analyzed and 352 clones were selected for growth on media lacking tryptophan, leucine, and histidine. For PALS-25(Q293*), 128 million interactions were analyzed and 366 clones were selected for growth on media lacking tryptophan, leucine, and histidine. Prey fragments of growth-positive clones were amplified by PCR and sequenced at their 5’ and 3’ junctions to identify corresponding protein products in the NCBI GenBank database using an automated procedure. The confidence of the bait-prey interaction was assessed by Predicted Biological Score (PBS), as previously described [65]. The bait-prey network analysis of A-C level PBS scores (Fig 4) was generated in Cytoscape v3.9.1 (www.cytoscape.org) and modified in Adobe Illustrator (Adobe Inc., San Jose, CA). Complete Y2H results for PALS-25(WT) and PALS-25(Q293*) are provided in S10 Table.

### Oomycete infections

Oomycete infection assays were performed in triplicate as described previously [17]. Briefly, 3 animals infected with *M*. *humicola* JUo1, at the stage of pearl-like sporangia present throughout the body of the worm, were used as donors to initiate infection by transferring them onto NGM plates seeded with 50 μl lawn of OP50 along with 30 live L4 stage recipient animals (n = 3 independent plates with 30 animals per condition). After 48 h of pathogen exposure, animals were moved onto new plates devoid of any pathogen and were transferred over 24 h until end of the assay. Dead animals were identified by the presence of sporangia in their body and were removed from the plate, while missing animals were censored. The assay was continued until all animals in at least one condition were dead. The survival curve was plotted using Prism 9 (GraphPad) and log-rank test was used to assess statistical significance.

### Microsporidia infections of *pals-22/25* mutants in L1 animals

*N*. *parisii* spores were prepared as previously described [33]. 0.5 million spores were mixed with OP50-1, M9, and 1,200 synchronized L1 animals, and the mix was top-plated onto 6-cm NGM plates; at least two replicates (two plates) per genotype were set up per infection assay. Three independent infection assays were set up for each timepoint described below. Animals were infected at 25°C for 3 h or 30 h before fixation in either 4% paraformaldehyde or 100% acetone. Fixed worms were incubated at 46°C overnight with FISH probes conjugated to the red Cal Fluor 610 fluorophore that hybridize to *N*. *parisii* ribosomal RNA (Biosearch Technologies, Hoddeson, United Kingdom). 3 hpi samples were analyzed for *N*. *parisii* sporoplasms using a AxioImager M1 compound microscope (Zeiss). 30 hpi samples were analyzed for *N*. *parisii* meronts using a COPAS Biosort machine (Union Biometrica, Holliston, MA) where FISH signal for each worm was normalized to the length of the worm using time-of-flight measurements.

### Epidermal expression of PALS-25(Q293*) and microsporidia infections in adults

1200 synchronized L1s for each genotype were plated to 2 x 10-cm plates seeded with OP50-1 (600 L1s per plate processed in technical duplicate) and were grown at 23°C for 50 h to the young adult life stage. Young adults were washed off the 10-cm plates and pelleted in ~50 μl M9. 2 million *N*. *parisii* spores, OP50-1, and M9 were mixed with the worm pellet and top plated on 6-cm NGM plates. The plates were transferred to 25°C and pulse-infected for 3 h. The plates were then removed from the incubator, infected worms were washed off the plates, transferred to fresh 6-cm NGM plates pre-seeded with OP50-1, and returned to 25°C for an additional 27 h. Animals were fixed and incubated with *N*. *parisii* FISH probes as described above. Samples were analyzed for meronts on an ImageXpress Nano plate reader using the 4x objective (Molecular Devices, LLC, San Jose, CA). The worm area was traced using FIJI software (excluding the head regions due to *myo-2p*::mCherry co-injection marker expression) and the average fluorescence intensity of each worm was quantified with the background fluorescence of the well subtracted. 50 animals per genotype were quantified for each experimental replicate, and three independent infection experiments were performed.

### Auxin-mediated depletion of PALS-22 and microsporidia infections in L1 animals

Strains for auxin-mediated depletion of PALS-22 either in all tissues or specifically in the epidermis were crossed into a *jyIs8[pals-5p*::*gfp*, *myo-2p*::*mCherry]* background (S1 Table) [27]. Gravid adults were bleached to release embryos, washed five times with M9, and 1,200 embryos per strain were plated on 6-cm NGM plates supplemented with 200 μM auxin or 0.15% ethanol control plates without OP50-1 prepared as previously described [27]. The plates were stored for 24 h at 20°C to allow embryos to hatch and *pals-5p*::GFP expression in the intestinal and epidermal tissues of starved L1s was assessed on a LSM700 confocal microscope with Zen2010 software (Zeiss). 2 million *N*. *parisii* spores, OP50-1, and M9 were mixed and top-plated onto the starved L1s treated with auxin or ethanol control. Animals were infected for 3 h or 30 h, fixed, and incubated with *N*. *parisii* FISH probes as described above. 3 hpi samples were analyzed for sporoplasms as described above. 30 hpi samples were analyzed for meronts on an ImageXpress Nano plate reader using the 4x objective (Molecular Devices, LLC). Worm area was traced using FIJI software (excluding the head regions due to *myo-2p*::mCherr*y* co-injection marker expression) and the average fluorescence intensity of each worm was quantified with the background fluorescence of the well subtracted. 50 animals per genotype or treatment were quantified for each experimental replicate, and three independent infection experiments were performed. Auxin-mediated depletion of PALS-22 in neurons and assessment of IPR reporter expression was performed as described above.

### Orsay virus infections of *pals-22/25* mutants in L1 animals

Orsay virus filtrates were prepared as previously described [29]. A 1:5 dilution of Orsay virus filtrate was mixed with OP50-1, M9, and 1,000 synchronized L1 animals, and the mix was top-plated onto 6-cm NGM plates; at least two technical replicates (two plates) per genotype were set up per infection assay. Four independent infection assays were performed. Animals were infected at 20°C for 18 h before fixation in 4% paraformaldehyde. Fixed worms were incubated at 46°C overnight with two FISH probes, mixed equally, that were both conjugated to the red Cal Fluor 610 fluorophore and hybridize to either Orsay RNA1 or RNA2 genome segments (Biosearch Technologies). Samples were analyzed for Orsay virus infection using a AxioImager M1 compound microscope (Zeiss). 100 animals per genotype, per infection assay, were scored and the percentage of infected animals in the population was quantified.

### Bead feeding assays

1,200 synchronized L1 animals were mixed with OP50-1, M9, and 6 μl of Fluoresbrite Polychromatic Red Microspheres (Polysciences Inc., Warrington, PA) and the mix was top-plated onto 6-cm NGM plates. Animals were allowed to feed on the fluorescent beads for 5 min at room temperature while the NGM plates dried, followed by 5 minutes at 25°C. The plates were then immediately moved to ice to reduce feeding rate, washed twice with ice-cold PBS-T, and then were fixed in 4% paraformaldehyde. Fixed worms were then imaged in a 96-well plate on an ImageXpress Nano plate reader using the 4x objective (Molecular Devices, LLC). The worm area was traced using FIJI software and the average fluorescence intensity of each worm was quantified with the background fluorescence of the well subtracted. 50 animals per genotype were quantified for each experimental replicate and three independent experimental replicates were performed. *eat-2(ad465)* mutants were included in the assay as a feeding-defective control [66].

### Thermotolerance assays

Thermotolerance assays were performed as previously described [35]. Briefly, mixed-stage well-fed animals for each genotype were grown at 20°C. L4 animals were picked off mixed-stage plates and were transferred onto fresh NGM plates seeded with OP50-1; 30 L4s per plate, three plates per genotype, three independent experimental replicates performed on different days. The plates were then subject to heat shock on a single layer for 2 h at 37.5°C in a dry incubator. The plates were removed from the incubator, placed on a single layer for 30 min at room temperature, and then transferred to 20°C. After 24 h, survival of each worm was scored as alive or dead, with dead worms assessed as failure to respond to anterior or posterior touch with a worm pick. The percentage of worms alive for each plate was quantified for each genotype. Missing animals were censored from the analysis.

### Development rate measurements

40 gravid adults for each genotype (60 adults for *pals-22(jy3)* due to smaller brood size in this mutant [26]) were transferred onto a 10-cm NGM plate seeded with OP50-1 and were incubated at 20°C for 2 h. The adults were gently suspended in M9 media and suctioned off the plates while eggs remained embedded in the OP50-1 lawn. The plates were then incubated at 20°C, and the percentage of animals that had reached L4 stage or older at 48 h or 64 h was quantified. 100 animals per genotype were scored at each timepoint, and three experimental replicates were performed.

### Bortezomib treatment

Inhibition of the proteasome in *zip-1*::*gfp* animals was performed with bortezomib (Selleckchem Chemicals LLC, Houston, TX) as previously described [28]. Synchronized L1 animals were plated on 6-cm NGM plates seeded with OP50-1 and were grown for 44 h at 20°C. 10 mM bortezomib in DMSO was top-plated to a final concentration of 20 μM. As controls, the same volume of DMSO vehicle was added to control plates, or plates were left untreated. The plates were incubated for 4 h at 20°C. Nuclear ZIP-1::GFP expression in the epidermis and/or intestine was analyzed an imaged on a LSM700 confocal microscope with Zen2010 software (Zeiss).

### Statistics

Statistical analysis was performed in Prism 9 (GraphPad). For all experiments, prior to statistical analysis the D’Agostino & Pearson and Shapiro-Wilk tests were performed to assess distribution of the data. If data were normally distributed, standard parametric statistical tests were performed. For non-normally distributed data, as determined by either or both the D’Agostino & Pearson or Shapiro-Wilk, nonparametric tests were performed. The statistical test used for each experiment, number of data points analyzed, and replicates are described in the corresponding figure legend. Underlying numerical data for graphs is listed in S11 Table.

## Supporting information

S1 Fig *pals-22* loss-of-function mutants and *pals-25* gain-of-function mutants display distinct tissue-level expression of the IPR reporter. **A)** Representative images of WT, *pals-22(jy3)*, and pals-25(Q293*)^*jy111*^ L4 animals expressing the *pals-5p*::GFP IPR reporter. Solid grey lines denote the outline of the body, dashed magenta lines outline the anterior intestine, and dashed white lines outline one lateral side of the epidermis adjacent to the intestine. Yellow arrows indicate intestinal tissue (I) and white arrows indicate epidermal tissue (E). Scale bar = 20 μm. **B)** Quantification of the intestinal and epidermal regions-of-interest shown in **A.** *pals-22(jy3)* mutants display similar degrees of *pals-5p*::GFP expression in the intestine and epidermis. By contrast, pals-25(Q293*)^*jy111*^ mutants display stronger *pals-5p*::GFP in the epidermis, but weaker expression in the intestine, when compared to *pals-22(jy3)* mutants. **** *p* < 0.0001, ** *p* < 0.01, two-way ANOVA with Sidak’s multiple comparisons test. n = 30 animals per genotype analyzed for both intestinal and epidermal expression across three experimental replicates. Different symbol shapes represent animals imaged on different days.
(TIF) Click here for additional data file.

S2 Fig Genes regulated by *pals-22* and *pals-25*. Venn diagram of differentially expressed genes in *pals-22(jy3)* mutants as compared to wild-type animals, and *pals-22(jy3)* mutants as compared to *pals-22(jy3) pals-25(jy9)* double mutants. The overlap of these differentially expressed gene sets is significant and represents genes regulated by *pals-22* and *pals-25*. Hypergeometric test, RF = 26.9; *p* < 0.000e-00.
(TIF) Click here for additional data file.

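Upregulated in *pals-22(jy3)* mutants were 459 of 14803 tested genes compared to WT and 475 of 14878 compared to *pals-22(jy3) pals-25(jy9)* double mutants. The 398 shared genes are 86.7% of the first and 83.8% of the second set, with 14.9 expected by chance among 14660 genes tested in both (one-sided Fisher's exact test, log10 p of -625.3). Both comparisons use the same *pals-22(jy3)* libraries, and in 20 simulated draws of unchanged groups against them at most 25 top-ranked genes were shared. The groups were drawn from the means of these libraries, so the draws cannot show what their chance values add to the overlap. The *pals-22/25*-regulated set was 510 genes without a filter on low counts and 390 to 429 with 1 library left out at a time and the genes tested kept.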

S3 Fig pals-25(Q293*) mutants have upregulated genes in common with transcriptional responses to natural pathogens. 

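Several IPR genes had high expression in *pals-22(jy3)* mutants and only a few counts in *pals-25(jy111)* mutants. The 3 with the largest fitted change in *pals-22(jy3)* mutants among IPR genes not upregulated in *pals-25(jy111)* mutants were F57G4.11 (WBGene00195165), F26F2.4 (WBGene00009169) and *pals-8* (WBGene00007662). In the 4 *pals-22(jy3)* libraries together they had 36157, 14105 and 7839 counts, against 10, 8 and 3 counts in the *pals-25(jy111)* libraries and none in the WT libraries. The ratio of *pals-22(jy3)* to *pals-25(jy111)* was 3090 (95% counting interval 1680 to 6440) for F57G4.11, 1510 (764 to 3490) for F26F2.4 and 2230 (763 to 10800) for *pals-8*, each with an exact permutation p of 0.0286. Of the 10 counts of F57G4.11 in *pals-25(jy111)* mutants, 8 came from replicate 1, and its log2 fold change of 11.50 became 11.12 to 13.11 with 1 library left out, beyond the counting interval. Replicate 1 also held 5 of the 8 counts of F26F2.4 and 2 of the 3 counts of *pals-8*, so these ratios depend on that library as well. These genes were too low in *pals-25(jy111)* mutants and WT to be tested between those genotypes.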

Heatmap of pals-25(Q293*)^*icb98*^ and pals-25(Q293*)^*jy111*^ mutant gene expression values measured as log_2_ fold change compared to the 80 genes of the IPR **(A)** and 50 commonly upregulated genes of the ORR **(B)**. Several genes, for example *pals-26*, belong to both the IPR and ORR. For comparisons to the IPR in **A**, some log_2_ fold change values shown for pals-25(Q293*)^*icb98*^ and pals-25(Q293*)^*jy111*^ mutants are less than 2 for consistency with the previously published Reddy *et al*. 2019 IPR dataset. Genes where transcripts were not detected, or abundances were below cutoff levels during analysis (Materials and Methods), are shown in grey.
(TIF) Click here for additional data file.

S4 Fig pals-25(Q293*)^*jy111*^ mutants display increased resistance to *N*. *parisii* and Orsay virus. **A)** Representative images of WT animals, *pals-22(jy3)*, *pals-22(jy3) pals-25(jy9)*, and pals-25(Q293*)^*jy111*^ mutants infected at L1 with *N*. *parisii*, fixed at 30 hpi, and stained with *N*. *parisii-*specific FISH probe (red fluorescence). **B)** Representative images of WT animals, *pals-22(jy3)*, *pals-22(jy3) pals-25(jy9)*, and pals-25(Q293*)^*jy111*^ mutants infected at L1 with Orsay virus, fixed at 18 hpi, and stained with Orsay virus-specific FISH probe (red fluorescence representing viral infection denoted by yellow arrows). For **A, B** scale bar = 100 μm. DIC = differential interference contrast.
(TIF) Click here for additional data file.

S5 Fig pals-25(Q293*)^*jy111*^ mutants do not have lowered accumulation of fluorescent beads in the intestinal lumen. Quantification of fluorescent bead accumulation in WT animals, *pals-22(jy3)*, *pals-22(jy3) pals-25(jy9)*, and pals-25(Q293*)^*jy111*^ mutants. *eat-2(ad465)* mutants have a known feeding defect due to abnormal pharyngal pumping and were used as a positive control. **** *p* < 0.0001, * *p* < 0.05, Kruskal-Wallis test with Dunn’s multiple comparisons test. n = 150 animals per genotype, three experimental replicates. Symbols represent fluorescence measurements for individual animals and different symbol shapes represent animals from experimental replicates performed on different days. Bar heights indicate mean values and error bars represent standard deviations.
(TIF) Click here for additional data file.

S6 Fig pals-25(Q293*)^*icb98*^ mutants display similar IPR-related phenotypes as pals-25(Q293*)^*jy111*^ mutants. **A)** pals-25(Q293*)^*icb98*^ mutants exhibit resistance to *N*. *parisii* compared to WT at 3 hpi. **** *p <* 0.0001, Mann-Whitney test. n = 300 animals per genotype, three experimental replicates. Symbols represent the number of *N*. *parisii* sporoplasms infecting an individual animal, as determined by *N*. *parisii*-specific fluorescent FISH signal. **B)** pals-25(Q293*)^*icb98*^ mutants do not exhibit increased survival compared to WT after 2 h of heat shock at 37.5°C, followed by 24 h at 20°C. Unpaired t test. n = 9 plates, 30 animals per plate, tested in triplicate. **C)** pals-25(Q293*)^*icb98*^ mutants display similar development rate compared to WT. Unpaired t test. For **A-C** bar heights indicate mean values and error bars represent standard deviations. Different symbol shapes represent data points from assays performed on different days. Both the WT and pals-25(Q293*)^*icb98*^ mutants were tested in the *icbIs4[chil-27p*::*gfp*, *col-12p*::*mCherry]* transgenic background.
(TIF) Click here for additional data file.

S7 Fig PALS-22 or PALS-25 antibody specificity and PALS-22::FLAG immunoprecipitation controls. **A)** Custom antibodies raised against PALS-22 blot for protein in WT animals but not in *pals-22(jy3)* mutants or *pals-22 pals-25(jy80)* double mutants. **B)** Custom antibodies raised against PALS-25 blot for protein in WT and mutant strains analyzed in this study but not in *pals-22 pals-25(jy80)* double mutants. Note that *pals-25(jy9)* is phenotypically loss-of-function but the P38L substitution does not appear to alter PALS-25 abundance when compared to WT. **C-D)** Western blot analysis of PALS-22::GFP::3xFLAG expressed from the MosSCI locus on chromosome II using the endogenous promoter (*pals-22p*), an intestinal promoter (*vha-6p*), or epidermal promoter (*dpy-7p*). FLAG-IP successfully captures PALS-22 in both a WT *pals-25* background **(C)** and in a pals-25(Q293*)^*jy111*^ mutant background **(D)**. The GFP::3xFLAG control expressed from the MosSCI locus on chromosome II using the intestinal *spp-5p* promoter does not blot for PALS-22. Western blot was performed using anti-PALS-22 antibody.
(TIF) Click here for additional data file.

S8 Fig PALS-22::GFP and PALS-25::GFP are broadly expressed. Confocal fluorescence images of adult animals carrying a multicopy TransgeneOme fosmid expressing PALS-22::GFP **(A)** or PALS-25::GFP **(B)**. Fosmids have each gene tagged at the C terminus with GFP, surrounded by approximately 20 kb of endogenous regulatory region. Here, PALS-22 and PALS-25 are expressed in intestinal, epidermal, pharyngal and neuronal tissues. Yellow arrows indicate intestinal tissue (I) and white arrows indicate epidermal tissue (E). Scale bar = 100 μm. DIC = differential interference contrast.
(TIF) Click here for additional data file.

S9 Fig Proteasome inhibition induces nuclear localization of ZIP-1 in the intestine and epidermis. **A)** ZIP-1::GFP is expressed in intestinal and epidermal nuclei following bortezomib treatment, but not in untreated or DMSO control treated worms. Yellow arrows highlight intestinal nuclei ‘I’ and white arrows highlight epidermal nuclei ‘E’. Images are a composite of differential interference contrast, GFP, and RFP fluorescence channels and auto-fluorescent intestinal gut granules appear as yellow signal. Scale bar = 20 μm. **B)** Quantification of **A**, **** *p* < 0.0001, *** *p* < 0.001, ** *p* < 0.01, two-way ANOVA with Sidak’s multiple comparisons test. n = 3 experimental replicates, 20 animals per treatment and replicate assessed for both intestinal and epidermal ZIP-1::GFP expression for each replicate. Different symbols represent replicates performed on different days. Bar heights indicate mean values and error bars represent standard deviations.
(TIF) Click here for additional data file.

S10 Fig Neuronal-specific activation of PALS-25 does not induce immune responses in the epidermis or intestine. Neuronal (*rab-3p*)-specific expression of pals-25(Q293*) does not induce expression of the *chil-27p*::GFP ORR reporter **(A)** or the *pals-5p*::GFP IPR reporter **(B**). L4 animals are shown with lines denoting the outline of the body. Scale bar = 100 μm. **C)** Top, auxin-mediated depletion of PALS-22 in neurons induces *pals-5p*::GFP expression in neurons (magenta arrow ‘N’) but not in the epidermis (white arrow ‘E’) or intestine (yellow arrow ‘I’). Middle and bottom, depletion of PALS-22 in all tissues, or specifically in the epidermis, induces *pals-5p*::GFP expression in both the epidermis (white arrows ‘E’) and intestine (yellow arrows ‘I’). L1 animals treated with either auxin or vehicle control for 24 h at 20°C are shown. Scale bar = 50 μm.
(TIF) Click here for additional data file.

S11 Fig Epidermis-specific expression of pals-25(Q293*), or auxin-mediated depletion of PALS-22 in the epidermis, increases resistance to *N*. *parisii*. **A)** Representative images of WT, *pals-22 pals-25(jy80)*, *pals-22 pals-25(jy80); jyEx296[col-19p*::pals-25(Q293*)], and *pals-22 pals-25(jy80); jyEx298[col-19p*::pals-25(Q293*)] animals infected as young adults with *N*. *parisii*, fixed at 30 hpi, and stained with *N*. *parisii-*specific FISH probe (red fluorescence). **B)** Representative images of WT animals, transgenic animals where PALS-22 can be ubiquitously depleted, or transgenic animals where PALS-22 is epidermally depleted, treated with either vehicle control or auxin. Control or auxin-treated strains were infected at L1 with *N*. *parisii*, fixed at 30 hpi, and stained with *N*. *parisii-*specific FISH probe (red fluorescence). For **A, B** scale bar = 100 μm. DIC = differential interference contrast. All strains are in a *jyIs8[pals-5p*::*gfp*, *myo-2p*::*mCherry]* background so head regions (yellow dashed lines) were omitted from pathogen load analysis due to expression of the *myo-2p*::mCherry co-injection marker.
(TIF) Click here for additional data file.

S1 Table Worm strains used in this study. (XLSX) Click here for additional data file.

S2 Table *pals-22/25* mutant alleles and CRISPR reagents used in this study. (XLSX) Click here for additional data file.

S3 Table qPCR primers and cloning primers used in this study. (XLSX) Click here for additional data file.

S4 Table RNAseq statistics. Number of filtered genes = removal of low counts and genes that were undetected by RNAseq. Sanitized = removal of dead genes using the WormBase ‘Gene Name Sanitizer’ function. Significantly upregulated = log2 fold change > 2. Unique = collapse of distinct transcript forms to a single gene.
(XLSX) Click here for additional data file.

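The share of each library's reads, as the paper's S4 Table gives them, that was counted on a gene in the deposited counts was 87.9% to 90.1% over the 16 libraries. Genes with at least 1 count numbered 18348 in the shallowest library (WT replicate 1) and 20066 in the deepest (*pals-22(jy3)* replicate 1).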

S5 Table Differentially expressed genes in pals-25(Q293*)^*jy111*^, pals-25(Q293*)^*icb98*^, and *pals-22(jy3)* mutants compared to wild-type animals, and differentially expressed genes in *pals-22(jy3)* mutants compared to *pals-22(jy3) pals-25(jy9)* double mutants. (XLSX) Click here for additional data file.

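At an adjusted p under 0.05 and any fold change, 549 genes differed between *pals-25(jy111)* mutants and WT animals, 342 higher and 207 lower. In *pals-22(jy3)* mutants, 3151 genes differed from WT (1476 higher and 1675 lower) and 3335 from *pals-22(jy3) pals-25(jy9)* double mutants (1678 higher and 1657 lower). When same-numbered libraries were paired in a replicate block, 758 genes were higher and 676 lower in *pals-25(jy111)* mutants than in WT, and 2129 higher and 3017 lower in *pals-22(jy3)* mutants than in WT. Called downregulated at the log2 threshold were 12 genes in *pals-25(jy111)* mutants, 133 in *pals-22(jy3)* mutants compared to WT and 137 in *pals-22(jy3)* mutants compared to the double mutants. The count of 12 was 5 without *pals-25(jy111)* replicate 3 and 7 without *pals-25(jy111)* replicate 2 or WT replicate 1 or 3.

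The transcription factor gene *zip-1* (WBGene00006986) had a log2 fold change of 1.54 (SE 0.08, adjusted p = 9.06e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in *pals-25(jy111)* and 2.51 (SE 0.11, adjusted p = 2.27e-06) in *pals-22(jy3)* mutants compared to WT. Of the downregulated genes, *acs-2* (WBGene00009221) fell from 60.6 ± 18.7 CPM (SD, n = 4) in WT to 4.93 ± 1.89 CPM in *pals-25(jy111)* mutants, a log2 fold change of -3.63 (SE 0.33, edgeR adjusted p = 0.000433). *lact-6* (WBGene00007358) had a log2 fold change of -3.70 (SE 0.71, edgeR adjusted p = 0.0266). Its adjusted p was 0.064, 0.0862 and 0.072 without WT replicate 1, 3 and 4, and 0.0911 and 0.0847 without *pals-25(jy111)* replicate 3 and 4. With all libraries it was 0.0825 under limma-voom, the study's tool. WBGene00018461, WBGene00018460 and WBGene00018459, of which the first and second carry the symbol F45D11.16 and the third F45D11.14, had log2 fold changes of -3.05, -2.83 and -2.69 (edgeR adjusted p = 0.0122, 0.00703 and 0.00556). They lie close together on chromosome II, and reads shared between them make their single values uncertain.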

S6 Table Gene set overlap comparisons and statistics for hypergeometric testing. (XLSX) Click here for additional data file.

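Hypergeometric tests depend on the background. With the whole IPR and ORR lists set against the 14671 genes that pass the filter, as in the S6 Table, the overlap with the genes upregulated in *pals-25(jy111)* mutants was 48.3 times the expected 0.932 genes for the IPR list (one-sided Fisher's exact test, p = 7.78e-68). For the ORR list it was 40.8 times the expected 2.4 genes (one-sided Fisher's exact test, p = 4.89e-145). With the lists restricted to genes that were tested, the ratios were 58.5 and 50.7, and for the *pals-22/25*-regulated genes the ratio was 54.3.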

S7 Table Gene sets and GSEA results for pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^. (XLSX) Click here for additional data file.

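A preranked enrichment was also computed here with fgsea on all genes tested in *pals-25(jy111)* mutants, ranked by log2 fold change. The IPR list had an enrichment score of 0.97 and a normalized enrichment score of 2.42. For the ORR list the normalized enrichment score was 2.62. With the ranking limited to genes at an adjusted p under 0.05 from edgeR, the normalized scores were 1.65 for the 49 IPR genes left and 1.85 for the ORR genes left. A normalized score compares the enrichment score with those of random gene sets of the same size, so it depends on which genes are ranked.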

S8 Table WormCat analysis of pals-25(Q293*)^*jy111*^ and pals-25(Q293*)^*icb98*^. RGS = number of differentially expressed genes from this study in the category. AC = total number of genes in category.
(XLSX) Click here for additional data file.

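WormCat assigns each *C. elegans* gene to nested categories, from a broad process down to a narrow group, and tests whether a category holds more of the genes on a list than chance would give. Its annotation of all genes was not used here, and gene families were counted by symbol instead.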

S9 Table Constructs used in this study. (XLSX) Click here for additional data file.

S10 Table Yeast two-hybrid analysis of PALS-25(WT) and PALS-25(Q293*). PBS scores (described in Materials and Methods): A = very high confidence in the interaction, B = high confidence in the interaction, C = good confidence in the interaction, D = moderate confidence in the interaction; can include false-positive interactions and those hardly detectable (i.e. low representation in the mRNA library, improper prey folding, or prey toxicity in yeast), E = interactions involving highly connected (or relatively highly connected) prey domains, may include non-specific interactions, F = experimentally proven technical artifacts (not included).
(XLSX) Click here for additional data file.

S11 Table Numerical data for experiments performed in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

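RNA sequencing counts were analysed for 16 libraries, 4 for each genotype, namely WT animals, the *pals-25(jy111)* mutants, the *pals-22(jy3)* mutants and the double mutants *pals-22(jy3) pals-25(jy9)*. Each library was matched to its genotype and replicate number by the submitters' labels and the paper's methods. The libraries of *pals-25(icb98)* mutants were not analysed here, and the paper's list of genes upregulated in them was used only as a list.

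The authors aligned paired-end reads to the WS235 genome with Rsubread, assigned them to genes with featureCounts and deposited the resulting counts per gene, one column per library, without normalization. A combined table and 16 files of single libraries hold identical counts. Versions, the strand setting and the treatment of reads matching several genes are not given in the sources used here. In the paper, differential expression was computed with limma-voom on Galaxy after removal of genes under 0.5 CPM. The table lists 46904 gene IDs, and 0 entries name no gene. Symbols came from a table of gene names that holds 44017 of the IDs, and with the Ensembl annotation of the WBcel235 assembly and the paper's tables 44119 were named. The positions of genes are those of that annotation.

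Every pair of replicates differed by more than the sampling noise, with a chi-square per gene of at least 12.26, so each library was counted as 1 replicate. Counting intervals are exact Clopper-Pearson intervals at 95%, the floor for a group without a count is 3 counts over the group, and both cover counting error only.

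The analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. For each of 5 comparisons, its 8 libraries were fitted alone with TMM scaling and edgeR's quasi-likelihood test (robust estimation off, the default prior count for log2 fold changes), on genes with at least 0.5 CPM in at least 4 of 8 libraries, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F statistic. Calls need a log2 fold change beyond 2 and an adjusted p under 0.05, the thresholds the paper states for *pals-25(jy111)* mutants. The filter used CPM by library total, and the CPM values given for genes were scaled by library totals multiplied by TMM factors over all 16 libraries. Overlaps were tested with Fisher's exact test, one-sided, among the genes tested in every comparison involved. IPR and ORR lists were tested as sets with camera at a preset correlation of 0.01, with fry and with an estimated correlation. For fgsea, sets of at least 15 genes were allowed and 1000 permutations were used in its first step.

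The S5 Table was held here only in part. Of its sheets, only that for *pals-25(jy111)* mutants was complete, and no overlap was computed with a sheet that was not. Lists of upregulated genes were taken from the S6 Table. Most gene sets of the S7 Table and the annotation behind WormCat were not used here, nor was the genome sequence, so GC content was not tested. The qRT-PCR, reporter, infection and thermotolerance measurements were not analysed here.

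Genes named in the text follow a rule fixed before the counts were examined, when the paper's S5 Table had been seen. It takes the mutated genes, the genes measured by qRT-PCR, the ubiquitin ligase components of the Discussion, *zip-1* and *col-12*. It adds the 5 upregulated and 5 downregulated genes with the largest changes in *pals-25(jy111)* mutants, the 3 IPR genes with the largest change in *pals-22(jy3)* mutants that are not upregulated in *pals-25(jy111)* mutants, and the 3 genes with the largest change among those upregulated in *pals-22(jy3) pals-25(jy9)* double mutants. Other genes are named with a remark that they were chosen after their values were seen.

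The alternatives set before the data were examined were DESeq2, limma-voom, no filter on low counts, 0.5 CPM in at least 1 library, edgeR's filterByExpr, 1 fit over all 16 libraries, the replicate number as a block, thinning of all libraries to the smallest total, a prior count of 2, a log2 threshold of 1, the study's background for overlaps, and leaving out each library in turn. On simulated counts for *pals-25(jy111)* mutants against WT, with 14475 genes tested, 98.5% of 200 changed genes were called in the right direction by edgeR. The changed genes were taken from outside the lowest expressed genes and given changes well beyond the call threshold. The share therefore says nothing of genes with hardly a count in WT or of changes near the threshold.

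Replicate numbers 1 to 4 recur in each genotype. The paper describes its qRT-PCR replicates as performed on different days, and its methods purify RNA for both qRT-PCR and RNA sequencing. The sources used here do not say whether a library's number marks such a day shared between genotypes. The pairing was checked as the correlation, across genes, of the deviations of same-numbered libraries from their group means. It was 0.118 to 0.804 between WT and *pals-22(jy3)*, 0.117 to 0.806 between WT and *pals-25(jy111)*, 0.409 to 0.868 between *pals-22(jy3)* and *pals-25(jy111)*, and 0.113 to 0.395 between *pals-25(jy111)* mutants and the double mutants, all over 0.1 for each number. Between WT and the double mutants it was -0.154 to 0.404 and between *pals-22(jy3)* and the double mutants 0.0739 to 0.413. The numbers were therefore taken as pairing the libraries in the first 4 of these comparisons and not in the others. This split hangs on the cut of 0.1. Correlations of *pals-22(jy3)* with the double mutants resemble those of *pals-25(jy111)* with them, so treating only the latter as paired is uncertain.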

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

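The tests of library size and of collagen genes for the deviation shared by same-numbered libraries, and the weighing of the share of the most abundant genes by its size, were chosen only after those results were seen. Of 129 groups of 4 values examined, 14 had a library whose gap to its nearest neighbour, divided by the range of the group, exceeded Dixon's 95% critical value, and chance alone gives about 6.45 (1 in 20).

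The collagen gene *col-12* (WBGene00000601) had 1 library far above the rest in every genotype. The gap was 0.95 of the range in WT, where replicate 1 had 645 CPM and the others 166 to 190 CPM. It was 0.898 in *pals-22(jy3)* (replicate 1 at 735 CPM against 184 to 240), 0.93 in *pals-22(jy3) pals-25(jy9)* (replicate 4 at 1280 CPM against 72.6 to 157) and 0.898 in *pals-25(jy111)* mutants (replicate 1 at 265 CPM, with a group mean of 133 CPM). A few genes taking most of the counts was argued against, since the 10 most abundant genes took at most 6.23% of any library and at least 4.63%. The test set beforehand asked whether this share lay outside the range of the other libraries. Against the libraries of every genotype it did in 2 of the 4 libraries. Against the replicates of its own genotype, each of these libraries lay outside. The share was lower in replicate 1 of WT (5.07%), *pals-22(jy3)* (4.63%) and *pals-25(jy111)* (5.13%), and higher in replicate 4 of the double mutants (6.23%). The verdict rests on the size of the share. A candidate explanation is the developmental stage at collection, since collagen expression is cyclic with the molts. Of 112 other collagen genes, 70.5%, 71.4%, 55.4% and 57.1% were highest in the same library of WT animals, of *pals-22(jy3)*, of double and of *pals-25(jy111)* mutants, where 25% are expected. This may be a difference in stage between collections, which stays a hypothesis because no stage was recorded per library. The gap of *col-142* (WBGene00000715) in *pals-25(jy111)* mutants, 0.875, comes from replicate 4 (24.4 CPM against 3.24 to 5.89), which is not the library that stands out for *col-12*.

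Same-numbered libraries of WT, *pals-22(jy3)* and *pals-25(jy111)* deviated together along 1 axis. It holds 70.3% of the variation of the deviations of these single libraries from their group means. Library size was argued against, since replicate 1, at one end of the axis in all 3 groups, was the deepest library in 2 of them and the shallowest in WT. Gene length was argued against by a Spearman correlation across genes of -0.0598 between weight on the axis and length. Of the 200 genes with the largest weights, 28 were collagen genes, against 1.47 expected (one-sided Fisher's exact test, p = 2.5e-28), which is consistent with a difference in stage between collections. A shared day of collection or library preparation stays open. The paper describes its qRT-PCR replicates as performed on different days, but the sources used here assign no library to a day or batch.

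Other single libraries lay far from their group for single genes or measures. F26F2.3 in WT (0.847) has 2 counts in each library, so that its CPM values differ only by the scaling of the libraries. F26F2.4 lay apart in *pals-22(jy3)* (0.933, replicate 1 at 78.3 CPM against 129 to 133) and in *pals-25(jy111)* mutants (0.946, replicate 1 at 0.157 CPM against 0.0389 to 0.0453, from 8 counts in all). In *pals-22(jy3) pals-25(jy9)* double mutants, replicate 4 lay apart for *skr-4* (0.868, 11.9 CPM against 17.5 to 18.4) and *fbxa-158* (0.875, 0.564 CPM against 0.153 to 0.205). Replicate 2 of the double mutants lay apart for C36C5.15 (0.853, 4.72 CPM against 3.68 to 3.83) and *ech-9* (0.935, 11.7 CPM against 2.76 to 3.35). The number of genes with a count was also lower in that replicate (gap 0.855, 18718 genes against 19178 to 19256), which has the smallest total of its group. The share of reads counted on genes in *pals-25(jy111)* mutants had a gap of 0.914, with 89% in replicate 3 and 88.5% in the others. No technical or biological explanation was tested for these libraries.

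The RNA sequencing comparison of *pals-22(jy3) pals-25(jy9)* double mutants with WT appears in the paper's S4 Table as a number of genes. In that comparison 21 genes were called upregulated and 5.29 times as many, 0.763% of the genes tested, downregulated, and each count was the largest of the 35 splits of the 8 libraries into 4 and 4 (1 of 35), which argues against a chance split. The number of downregulated genes rests on single libraries to a large degree. It fell to 43 without WT replicate 3, 54 without WT replicate 4, 56 without *pals-22(jy3) pals-25(jy9)* replicate 2 and 66 without *pals-22(jy3) pals-25(jy9)* replicate 3, and rose to 190 without *pals-22(jy3) pals-25(jy9)* replicate 4. Library size was argued against, since 116 genes were called with all libraries thinned to the smallest total. A trend with gene length over all tested genes was argued against by a weak Spearman correlation of 0.078 between log2 fold change and length across the genes that were not downregulated. The downregulated genes themselves are short, with a median of 924 bases against 1203 in random lists matched on expression (percentile 0.01). They also vary between replicates of the other 3 genotypes more than matched genes (median SD 0.8792 against 0.3205, percentile 100), which is what a difference in developmental stage at collection could give. Stage, single libraries and the effect of the mutations stay open. Of the downregulated genes, 13 (11.7%) were also downregulated in *pals-22(jy3)* mutants, against 6 at most when unchanged groups were simulated with the shared WT libraries. Those groups were drawn from the WT means, so chance values of the shared WT libraries stay open as a reason for the overlap.

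The paper reports the genes upregulated in *pals-25(jy111)* mutants, and 12 genes were downregulated. No other of the 35 splits of the libraries gave as many (1 of 35). Among the 8 splits that part every replicate number it was 1 of 8, too few to exclude chance from the pairs alone. When *pals-22(jy3) pals-25(jy9)* double mutants took the place of WT, 11 of the 12 could be tested and 5 were lower at an adjusted p under 0.05 from edgeR (*acs-2*, both F45D11.16 genes, F45D11.14 and *clec-70*, the last chosen after its values were seen), and 4 with the replicate block. For the other genes, values particular to the WT libraries alone remain a possible explanation. Of the 12, 9 were also downregulated in *pals-22(jy3)* mutants, and unchanged groups simulated against the shared WT libraries gave at most 1. Those groups were drawn from the WT means, so the simulation cannot count against values particular to the WT libraries. The number of downregulated genes was 5 without *pals-25(jy111)* replicate 3 and 7 without *pals-25(jy111)* replicate 2 or WT replicate 1 or 3.

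Higher in *pals-25(jy111)* than in *pals-22(jy3)* mutants were 97 genes (1 of 35 splits, and 1 of the 8 that part every replicate number). A fall in *pals-22(jy3)* mutants in place of a rise in *pals-25(jy111)* mutants could give this, since 91 of the 97 were lower in *pals-22(jy3)* mutants than in WT at an adjusted p under 0.05 from edgeR, 79 of them called downregulated, and 4 were higher in *pals-25(jy111)* mutants than in WT. The fit with the replicate block again had 91 lower in *pals-22(jy3)* mutants, and 11 higher in *pals-25(jy111)* mutants. Growth for 48 h in *pals-22(jy3)* mutants and the mutation itself go together in this design and stay open as reasons for the fall.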

How the results depend on the processing

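The alternatives in this part were set before the data were examined, except the log2 threshold of 0 and the form of the leave-one-out analysis, both chosen after the values had been seen. The ranking limited by adjusted p and the study's background for the overlap with *pals-22/25*-regulated genes, used beside the paper's values, were also chosen later. That analysis was first run with the filter on low counts applied again to the 7 libraries left. The upregulated genes then numbered 45 to 52 in *pals-25(jy111)* mutants compared to WT without a mutant library, 190 to 227 in *pals-22(jy3)* mutants compared to WT without a *pals-22(jy3)* library, 222 to 248 in *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)* and 168 to 203 in *pals-22(jy3)* compared to *pals-25(jy111)*. The fall comes from fewer genes tested, since 120, 268, 248 and 107 of the genes lost in these comparisons were no longer tested once 1 of the 4 libraries that express them was gone. After this was seen, the genes tested with all 8 libraries were kept in each leave-one-out fit, and the values given elsewhere are of this form unless stated otherwise.

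The 171 genes upregulated in *pals-25(jy111)* mutants became 175 with DESeq2 (171 shared), 169 with limma-voom (166 shared), 198 with 0.5 CPM in at least 1 library (171 shared), 165 after thinning and 241 at a log2 threshold of 1. Their overlap with *pals-22/25*-regulated genes was 147 to 209 over the alternatives and 143 to 159 with 1 library left out. The numbers of upregulated IPR genes (41 to 45) and ORR genes (89 to 99) stayed within 1.5 times the value with all libraries when 1 was left out, as did the *pals*, *chil*, F-box and icb98 counts. The median log2 fold changes and calls of the set tests of both lists kept their direction and their side of the threshold under every alternative run.

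At a log2 threshold of 1, which by its construction admits more genes, the numbers rose to 67 downregulated in *pals-25(jy111)* mutants, 771 up and 376 down in *pals-22(jy3)* mutants compared to WT, and 838 up and 435 down in *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)*. The same threshold gave 141 up and 336 down in *pals-22(jy3) pals-25(jy9)* compared to WT, 564 up and 263 down in *pals-22(jy3)* compared to *pals-25(jy111)*, and 624 *pals-22/25*-regulated genes.

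The number of genes upregulated in *pals-22(jy3) pals-25(jy9)* double mutants compared to WT was the least stable. It was 21 as reported, 80 with DESeq2 and 55 with all 16 libraries in 1 fit. At a log2 threshold of 0 it was 380 with edgeR and 380 with limma-voom. Leaving out 1 library gave 3 to 41 upregulated genes (3, 4 and 5 without WT replicate 3, 1 and 4, 6, 10 and 12 without *pals-22(jy3) pals-25(jy9)* replicate 2, 3 and 4, 40 without *pals-22(jy3) pals-25(jy9)* replicate 1, and 41 without WT replicate 2). For downregulated genes it gave 43 to 190 (43 and 54 without WT replicate 3 and 4, 56, 66 and 190 without *pals-22(jy3) pals-25(jy9)* replicate 2, 3 and 4). With DESeq2, 80 were up and 142 down, 1.77 down for each up against 5.29 with edgeR. Genes downregulated in *pals-25(jy111)* mutants numbered 5 to 13 with 1 library left out (5 and 7 without *pals-25(jy111)* replicate 3 and 2, and 7 without WT replicate 1 or 3), and upregulated *abu* genes 0 to 2 (0 without WT replicate 2, 3 or 4, and 1 without WT replicate 1 or *pals-25(jy111)* replicate 1 or 3). Apart from the thresholds, the cause was not tested.

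With the replicate block, 48 genes were upregulated in *pals-22(jy3) pals-25(jy9)* compared to WT, a pair of groups whose numbers were not taken as pairing the libraries. In the paired comparisons the block changed these calls to past the threshold, each with an adjusted p from edgeR. *pals-25* in *pals-22(jy3)* compared to *pals-25(jy111)* had 0.5053 (adjusted p = 0.00848, 0.0779 unblocked). *col-12* had -1.0754 in *pals-25(jy111)* compared to WT (adjusted p = 0.000273, 0.455 unblocked) and 1.1964 in *pals-22(jy3)* compared to *pals-25(jy111)* (adjusted p = 7.86e-05, 0.196 unblocked). *acs-2* in *pals-22(jy3)* compared to WT had -0.8439 (adjusted p = 0.0229). *col-142* had 1.0283 in *pals-22(jy3)* compared to WT (adjusted p = 0.0247) and 1.3790 in *pals-22(jy3)* compared to *pals-25(jy111)* (adjusted p = 0.00512). In *pals-22(jy3)* compared to *pals-25(jy111)*, C36C5.15 had 1.8060 (adjusted p = 0.00439), *ech-9* 1.0351 (adjusted p = 0.0178) and WBGene00018461 (F45D11.16) -1.0837 (adjusted p = 0.0257). *col-142* in *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)*, which the numbers were not taken to pair, had -1.4418 with the block (edgeR adjusted p = 0.012). Without the block it had -1.6177 (edgeR adjusted p = 0.0666). The block changed no other call among the genes named. In the paired comparisons it moved no total of genes called upregulated or downregulated against WT, or between *pals-22(jy3)* and *pals-25(jy111)*, by over 1.5 times. It did move numbers at an adjusted p under 0.05 and any fold change, from 342 to 758 higher and 207 to 676 lower in *pals-25(jy111)* compared to WT, from 1675 to 3017 lower in *pals-22(jy3)* compared to WT, and from 1109 to 2715 higher and 907 to 4329 lower in *pals-22(jy3)* compared to *pals-25(jy111)*. Of the ORR genes, 11 in place of 4 were lower in *pals-25(jy111)* compared to WT, and 35 in place of 14 were lower in *pals-22(jy3)* compared to *pals-25(jy111)*. Of the collagen genes, 36 in place of 0 were lower in *pals-25(jy111)* compared to WT, and 2 in place of 0 were called downregulated. In *pals-22(jy3)* compared to WT, 22 in place of 3 collagen genes were higher and 33 in place of 5 lower. In *pals-22(jy3)* compared to *pals-25(jy111)*, 67 in place of 8 were higher and 15 in place of 2 lower.

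Some log2 fold changes of genes named in the text changed sign, none of them past the threshold as reported, and the cause was not tested. Under limma-voom, F26F2.1 in *pals-25(jy111)* compared to WT was -0.0288, C36C5.15 in *pals-25(jy111)* compared to WT -0.0912, *col-12* in *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)* 0.4652 and *col-12* in *pals-22(jy3) pals-25(jy9)* compared to WT -0.3672. Under DESeq2, *skr-1* in *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)* was 0.0052, *snb-1* in *pals-22(jy3)* compared to *pals-25(jy111)* 0.0011 and *col-142* in *pals-25(jy111)* compared to WT 0.0082. For *snb-1* in *pals-22(jy3)* compared to *pals-25(jy111)* it was 0.0232 without a filter and 0.0187 with all 16 libraries in 1 fit, and for C36C5.15 in *pals-25(jy111)* compared to WT -0.0587 after thinning. With the replicate block, not taken as paired in these comparisons, *col-12* was 0.5536 in *pals-22(jy3)* compared to *pals-22(jy3) pals-25(jy9)* and -0.4762 in *pals-22(jy3) pals-25(jy9)* compared to WT.

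With 1 library left out, signs changed within these ranges. In *pals-25(jy111)* compared to WT they were -0.2138 to 0.1813 for F26F2.1, -0.0195 to 0.0388 for *skr-1*, -0.0983 to 0.3468 for C36C5.15 and -1.0603 to 0.3261 for *col-142*. In *pals-22(jy3) pals-25(jy9)* compared to WT they were -1.4851 to 1.1697 for *col-12*, -0.7216 to 0.0799 for *acs-2*, -0.8607 to 0.0267 for WBGene00018461 and -0.6198 to 0.159 for F45D11.14. In *pals-22(jy3)* they were -0.5386 to 0.8413 for *col-12* compared to WT, -0.9775 to 1.5796 for *col-12*, -0.083 to 0.0265 for *skr-1* and -0.959 to 0.0442 for *ech-9* compared to *pals-22(jy3) pals-25(jy9)*, and -0.1052 to 0.0293 for *snb-1* compared to *pals-25(jy111)*. Calls of *skr-5*, *lact-6*, *chil-27*, F09C6.13, *chil-18*, C36C5.15, *col-142* and *ech-9* in single comparisons lost significance without some libraries. With all libraries, limma-voom lost *lact-6* in *pals-25(jy111)* compared to WT (adjusted p = 0.0825), *col-142* in *pals-22(jy3) pals-25(jy9)* compared to WT (adjusted p = 0.0621) and F09C6.13 in *pals-22(jy3)* compared to *pals-25(jy111)* (adjusted p = 0.0513). F09C6.13 was also lost there without a filter (adjusted p = 0.0669) and after thinning (adjusted p = 0.0824), and *chil-18* in the fit of all 16 libraries (adjusted p = 0.0764). Calls were also gained, 7 with DESeq2, 3 in the fit of all 16 libraries and 8 over the fits with 1 library left out. For *pals-22* in *pals-22(jy3) pals-25(jy9)* compared to WT, the adjusted p was 0.0173 with DESeq2 and 0.0158 in the edgeR fit of all 16 libraries. It was 0.0755 in the edgeR fit as reported.

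Depth limits the genes with few counts. All libraries thinned to the smallest total gave 165 genes upregulated in *pals-25(jy111)* mutants, and the 20 genes without a count in WT allow only lower bounds for their fold changes.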

Differences from the paper's values

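The tests named in this part as chosen after seeing the values are the log2 threshold of 0, the ranking limited by adjusted p and the study's background for the overlap with *pals-22/25*-regulated genes. The paper's S4 Table gives 373 upregulated genes in *pals-22(jy3) pals-25(jy9)* double mutants compared to WT, and 21 were called here. None of the alternatives set before the data were examined comes within 1.5 times the paper's value. DESeq2 gave 80, limma-voom 15, no filter 15, 0.5 CPM in at least 1 library 20, filterByExpr 21, all 16 libraries in 1 fit 55, the replicate block 48, thinning 23, a prior count of 2 gave 16 and a log2 threshold of 1 gave 141. A log2 threshold of 0, chosen after seeing the values, gave 380 with edgeR and 380 with limma-voom.

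The paper's normalized enrichment score of the IPR genes in *pals-25(jy111)* mutants is 1.498, and the value over all tested genes here was 2.415. The paper states that it ranked differentially expressed genes, so these scores may come from unlike rankings. No alternative set before the data were examined was run for this score. With the ranking limited to genes at an adjusted p under 0.05, a choice not set beforehand, it was 1.654.

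The paper's ratio of observed to expected overlap between the genes upregulated in *pals-25(jy111)* mutants and the *pals-22/25*-regulated genes is 34.5, and 54.3 was found here among tested genes. With the study's background, the ratio was 34.3. This background had been set beforehand for the IPR and ORR overlaps and was applied to this overlap later.

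Of 66 log2 fold changes of named genes set beside the paper's S5 Table, 6 differed by more than the standard error, or by more than 1.5-fold from the lower bound for genes without a count. For *chil-27* the paper gives 9.54 in *pals-25(jy111)* and 7.79 in *pals-22(jy3)* mutants compared to WT, against 10.49 and 8.78 here, and limma-voom and thinning bring both values within the error, as does leaving out WT replicate 2, 3 or 4. For *fbxa-75* in *pals-22(jy3)* mutants compared to WT the paper gives 12.70 against 13.67 here, and limma-voom closes the gap. In *pals-22(jy3)* mutants compared to *pals-22(jy3) pals-25(jy9)* double mutants, the paper gives 12.34 for *pals-5*, 9.18 for F09C6.13 and 12.06 for F26F2.4, against 13.25, 10.12 and 12.96 here, and both limma-voom and thinning bring these within the error. DESeq2, the filter alternatives, the fit of all 16 libraries, the replicate block and a prior count of 2 close none of the 6. Each of these genes has at most 1 count in the lower group, so the fitted values depend on the prior count.

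The S4 Table gives 14403 genes tested after the filter for *pals-22(jy3)* mutants, and 14803 passed the same filter here. For *pals-25(jy111)* mutants (14671) and *pals-22(jy3) pals-25(jy9)* double mutants (14551) the numbers are equal. The reason was not tested.

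The paper lists collagen genes among the categories found for upregulated genes in the *jy111* and *icb98* mutants taken together. The *icb98* libraries were not analysed here, so the category can rest on them. In *pals-25(jy111)* mutants, 0 of 107 tested collagen genes were called upregulated by edgeR, with 0 higher at an unadjusted p under 0.05, 0 called by DESeq2 and limma-voom and 0 higher with the replicate block, while 22 of 31 *pals* genes and 11 of 20 *chil* genes, also named by the paper, were upregulated.

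The paper states that all components of the ubiquitin ligase are regulated by *pals-22/25*. All 7 were higher in *pals-22(jy3)* mutants in both comparisons at an adjusted p under 0.05 from edgeR, and *skr-3* and *rcs-1* missed the log2 threshold of 2 in 1 or both of them (*skr-3* at 1.66 and 1.52, *rcs-1* at 1.96 compared to the double mutants).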

Other observations

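The test of the contrast between the lists on genes tested in *pals-25(jy111)* mutants was chosen after the contrast was seen, and the contrast between the lists was noticed in the same libraries it was tested on.

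Genes of the ORR list alone were in the median about as high in *pals-25(jy111)* as in *pals-22(jy3)* mutants, and genes of the IPR list or of both lists were lower in *pals-25(jy111)* mutants. The median log2 fold change of *pals-22(jy3)* over *pals-25(jy111)* mutants was 4.294 for 38 genes of the IPR list alone and 0.06656 for 136 of the ORR list alone, of which 34 were higher and 14 lower in *pals-22(jy3)* mutants at an adjusted p under 0.05 from edgeR, and 54 higher and 35 lower with the replicate block. For the 41 genes on both lists it was 2.317, and all 41 were higher in *pals-22(jy3)* mutants. Unchanged genes in the ORR list were argued against by the medians among *pals-22/25*-regulated genes alone. These were 5.168 (30 genes) and 0.3705 (69 genes, of which 68.1% were less than 2-fold higher in *pals-22(jy3)* mutants). Permuting the list labels over genes gave p = 1e-05, the smallest that 100000 permutations can give. Such a permutation takes genes as independent, while the correlation between the 38 genes of the IPR list alone was estimated at 0.655. Its p-values, here and below, therefore overstate the evidence. Against the size of the induction in *pals-22(jy3)* mutants stands only the permutation within its quartiles, which also gave 1e-05, with the same limit. That 0 genes of the IPR list alone lacked a count in *pals-25(jy111)* mutants decides nothing about a lower expression limit, since some had only 1 to 3 counts. Of the 30 regulated genes, 9 were too low to be tested between *pals-25(jy111)* mutants and WT. Such genes as the whole cause were argued against, since among the genes tested there the medians were 4.287 (21 genes) and 0.1839 (62 genes, permutation p = 1e-05). Over 17 settings the medians were 5.023 to 5.353 and 0.3006 to 0.5553. Called upregulated in *pals-25(jy111)* mutants were 9 (30%) of the former and 55 (79.7%) of the latter genes. The growth time of 48 h against 44 h cannot be told apart from the genotype, and the weight of the IPR genes on the axis shared by same-numbered libraries, at percentile 92.7 of matched random lists, did not decide it. As a hypothesis, PALS-25 with the Q293* change may induce many ORR genes outside the IPR list to about the level of *pals-22(jy3)* mutants and IPR genes to a lower level.

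The RNA of the mutated operon was itself higher in *pals-25(jy111)* mutants. Protein went the other way in the paper's Western blots, where PALS-25(Q293*) was lower than wild-type PALS-25. Those blots used strains with tagged transgenes that were grown longer. Reads shared between paralogs stay open. Of the 8 other tested *pals* genes outside the lists, 1 was higher (*pals-31*), but this leaves out the induced *pals* genes from which shared reads would come, and how the authors counted such reads is not given in the sources used here. A change across the neighbouring genes was argued against, since 2 of the 10 nearest tested genes were higher (*zig-13* and *ver-1*, 16414 and 18849 bp away), and none of those between them and the operon. These 3 genes are named after their values were seen. A feedback of PALS-25 on its own operon stays among the open explanations, untested.

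The genes measured by qRT-PCR in Fig 2A behaved as follows in the RNA sequencing counts of *pals-25(jy111)* mutants compared to WT. *pals-5* (WBGene00007659) had a log2 fold change of 6.29 (SE 0.70, edgeR adjusted p = 0.00157) and was 4.84 lower on the log2 scale than in *pals-22(jy3)* mutants. *chil-27* (WBGene00011848) rose from 1 count in all WT libraries to 23.8 ± 8.63 CPM (SD, n = 4), a ratio of 2160 (95% counting interval 387 to 85400), and was higher than in *pals-22(jy3)* mutants (7.55 ± 2.78 CPM, log2 fold change of *pals-22(jy3)* over *pals-25(jy111)* -1.72, edgeR adjusted p = 0.0176, with 0.0648 without *pals-22(jy3)* replicate 2 and 0.0588 without *pals-25(jy111)* replicate 3). F26F2.1 (WBGene00009166) did not differ from WT (1.02 ± 0.354 against 1 ± 0.183 CPM, edgeR adjusted p = 0.984), and F26F2.3 (WBGene00009168) had 11 counts against 8. *skr-1* and *snb-1* had log2 fold changes of 0.02 (edgeR adjusted p = 0.932) and 0.11 (edgeR adjusted p = 0.524). The qRT-PCR values were not analysed here.

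Whether a random grouping of the libraries gives such counts was tested for the other results as well. For the genes up and down in the other comparisons, the *pals-22/25*-regulated, IPR, ORR and icb98 overlaps, the *pals*, *chil*, F-box and *abu* families and the medians of both lists, the real split gave the largest value of 35 (1 of 35), which argues against chance if the libraries are exchangeable. In the comparisons among WT, *pals-22(jy3)* and *pals-25(jy111)* the replicate numbers pair the libraries. There the real split was also the largest of the 8 that part every number (1 of 8), and 8 splits are too few to exclude chance on their own. The other splits, which put same-numbered libraries together, gave at most 12 genes up or down in any comparison. For collagen genes, all 35 of 35 splits gave as many as the 0 observed. When unchanged groups were simulated against the shared libraries, no gene was called. At most 3 and 25 genes were shared among as many top-ranked genes as had been called. The observed overlaps were 159 genes with the *pals-22/25*-regulated genes and the 398 *pals-22/25*-regulated genes themselves. As the groups were drawn from the means of the shared libraries, these draws cannot count against chance values of those libraries.

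Among the genes upregulated in *pals-22(jy3) pals-25(jy9)* double mutants compared to WT, those with the largest changes were C36C5.15 (WBGene00016484), *col-142* and *ech-9* (WBGene00001158), with log2 fold changes of 2.65, 2.65 and 2.61 (edgeR adjusted p = 0.00225, 0.0288 and 0.0314). The call of *col-142* was lost without WT replicate 1, 3 or 4 or *pals-22(jy3) pals-25(jy9)* replicate 2 (adjusted p = 0.0549, 0.0956, 0.0857 and 0.0682), and that of *ech-9* without WT replicate 1, 2, 3 or 4 or *pals-22(jy3) pals-25(jy9)* replicate 3 (0.0512, 0.0633, 0.101, 0.0957 and 0.0501).

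Of the genes upregulated in *pals-25(jy111)* mutants compared to WT, 157 were also upregulated compared to *pals-22(jy3) pals-25(jy9)* double mutants, a control that shares no library with WT. In that comparison 187 genes were upregulated and 25 downregulated. With the replicate block, taken as pairing the libraries there, 210 were upregulated and 87 downregulated. These 210 include 152 of the genes upregulated compared to WT without the block.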
